# Simultaneous Presence of Bacteriochlorophyll and Xanthorhodopsin Genes in a Freshwater Bacterium

**DOI:** 10.1128/mSystems.01044-20

**Published:** 2020-12-22

**Authors:** Karel Kopejtka, Jürgen Tomasch, Yonghui Zeng, Vadim Selyanin, Marko Dachev, Kasia Piwosz, Martin Tichý, David Bína, Zdenko Gardian, Boyke Bunk, Henner Brinkmann, Robert Geffers, Ruben Sommaruga, Michal Koblížek

**Keywords:** aerobic anoxygenic phototrophic bacteria, bacteriochlorophyll *a*, gene expression, photosynthesis gene cluster, rhodopsin, *Sphingomonadaceae*

## Abstract

Photoheterotrophic bacteria represent an important part of aquatic microbial communities. There exist two fundamentally different light-harvesting systems: bacteriochlorophyll-containing reaction centers or rhodopsins. Here, we report a photoheterotrophic *Sphingomonas* strain isolated from an oligotrophic lake, which contains complete sets of genes for both rhodopsin-based and bacteriochlorophyll-based phototrophy. Interestingly, the identified genes were not expressed when cultured in liquid organic media. Using reverse transcription quantitative PCR (RT-qPCR), RNA sequencing, and bacteriochlorophyll *a* quantification, we document that bacteriochlorophyll synthesis was repressed by high concentrations of glucose or galactose in the medium. Coactivation of photosynthesis genes together with genes for TonB-dependent transporters suggests the utilization of light energy for nutrient import. The photosynthetic units were formed by ring-shaped light-harvesting complex 1 and reaction centers with bacteriochlorophyll *a* and spirilloxanthin as the main light-harvesting pigments. The identified rhodopsin gene belonged to the xanthorhodopsin family, but it lacks salinixanthin antenna. In contrast to bacteriochlorophyll, the expression of xanthorhodopsin remained minimal under all experimental conditions tested. Since the gene was found in the same operon as a histidine kinase, we propose that it might serve as a light sensor. Our results document that photoheterotrophic *Sphingomonas* bacteria use the energy of light under carbon-limited conditions, while under carbon-replete conditions, they cover all their metabolic needs through oxidative phosphorylation.

**IMPORTANCE** Phototrophic organisms are key components of many natural environments. There exist two main phototrophic groups: species that collect light energy using various kinds of (bacterio)chlorophylls and species that utilize rhodopsins. Here, we present a freshwater bacterium *Sphingomonas* sp. strain AAP5 which contains genes for both light-harvesting systems. We show that bacteriochlorophyll-based reaction centers are repressed by light and/or glucose. On the other hand, the rhodopsin gene was not expressed significantly under any of the experimental conditions. This may indicate that rhodopsin in *Sphingomonas* may have other functions not linked to bioenergetics.

## Abstract (precis)

Phototrophic organisms are key components of many natural environments. There exist two main phototrophic groups: species that collect light energy using various kinds of (bacterio)chlorophylls and species that utilize rhodopsins.

## INTRODUCTION

The ability to use light energy is an important trait widespread within aquatic microbial communities. Photoautotrophic phytoplankton harvest light using chlorophyll, evolve oxygen, and fix inorganic carbon using RubisCO (1). In addition to these dominant oxygenic phototrophs, there exist a large number of photoheterotrophic organisms, which harvest light to supplement their mostly heterotrophic metabolism. There are two main groups of aquatic photoheterotrophic bacteria: aerobic anoxygenic phototrophic (AAP) bacteria and rhodopsin-containing bacteria. Both groups are commonly retrieved from euphotic zones of the world oceans (2–5) and from limnic environments (6, 7).

AAP bacteria harvest light using bacteriochlorophyll (BChl), but in contrast to purple nonsulfur photosynthetic bacteria, they are obligate aerobes requiring oxygen for their metabolism and growth (8). Upon illumination, they drive electron transport and pump protons across the membrane, which are subsequently utilized for ATP synthesis. The metabolic utilization of harvested energy has been demonstrated under laboratory conditions (9, 10) and in field experiments (11).

Rhodopsins represent a diverse family of molecules that serve multiple functions. While bacteriorhodopsins, proteorhodopsins (PR), and xanthorhodopsins (XR) serve as proton membrane pumps in *Proteobacteria* (12), XR is a PR-like proton pump containing in addition to retinal another chromophore, salinixanthin, which serves as a light-harvesting antenna (13, 14). Sensory rhodopsins serve as photoreceptors in vertebrates, including humans. In contrast to bacteriorhodopsin containing *Archaea*, the role of proteorhodopsin in bacteria remains ambiguous. The first experiments showed no growth stimulation by light in Pelagibacter ubique strain HTCC1062 (15). In contrast, the illumination of *Dokdonia* sp. strain MED134 (*Bacteriodetes*) and *Vibrio* sp. strain AND4 (*Gammaproteobacteria*) enhanced growth and increased survival under starvation conditions, which indicates that PR provided energy for growth (16–18). The potential coexistence of two different phototrophic mechanisms in a single AAP bacterium was suggested for Fulvimarina pelagi (order *Rhizobiales*), whose genome sequence contains a XR gene as well as photosynthetic genes (19). Recently, a co-occurrence of the *pufM* gene, which encodes the M subunit of the bacterial reaction centers, and XR-like genes was found in three *Roseiflexus* (phylum *Chloroflexi*) genomes (20, 21). In *Cyanobacteria*, sensory rhodopsins were found to accompany chlorophyll-based photosynthetic machinery (22–25).

Bacteria of the genus *Sphingomonas* (*Alphaproteobacteria*) are common in many environments, such as soils, fresh waters, or phyllospheres (26–31). While most of the cultured *Sphingomonas* species are heterotrophs, there also exist species employing BChl-based reaction centers (32, 33) and species containing rhodopsin genes (29, 34, 35). Culture-independent studies documented that *Sphingomonas* with BChl genes are very common in freshwater photoheterotrophic communities (11, 36–38). Analysis of freshwater bacterioplankton in the oligotrophic alpine lake Gossenköllesee (Tyrolean Alps, Austria) revealed that phototrophic *Sphingomonas* dominates the local AAP community (30).

Since no AAP *Sphingomonas* has been characterized in the laboratory, we revisited the Gossenköllesee and cultured novel *Sphingomonas* species. We characterized their photosynthetic apparatus and its gene expression to better understand how these organisms use photosynthesis in their natural environment.

## RESULTS

### Strain isolation and sequencing.

The agar plates were inoculated with samples from the alpine lake Gossenköllesee (39) in September 2012. After 3 weeks of incubation, a yellow BChl *a*-containing colony was identified using infrared (IR) fluorescence screening.

The colony obtained was labeled AAP5, and its identity was inferred from its 16S rRNA gene. The constructed 16S rRNA phylogenetic tree (Fig. 1) showed that the AAP5 strain grouped with the genus *Sphingomonas* and formed a distinct cluster with S. glacialis (98.3% pairwise 16S rRNA sequence similarity) and S. melonis (96.5%).

**FIG 1:**
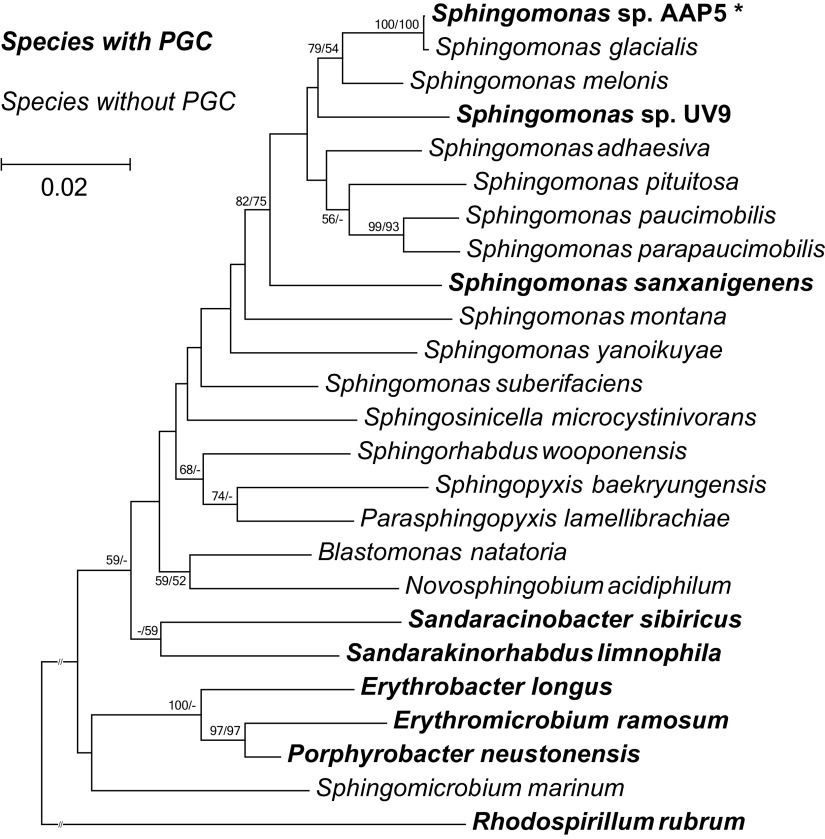
16S rRNA phylogenetic tree showing its position (marked with an asterisk) within the alpha-4 group of the *Proteobacteria*. The phylogenetic tree was based on 16S rRNA gene sequences downloaded from the SILVA database and NCBI GenBank (March 2019). Nucleotide sequences were aligned using ClustalW resulting in alignment with 1,302 conserved nucleotide positions (after ambiguously aligned regions and gaps were manually excluded). The phylogenetic tree was calculated using both neighbor-joining (NJ) and maximum likelihood (ML) algorithms and 1,500× bootstrap replicates. Rhodospirillum rubrum was used as an outgroup organism. The bar represents the number of changes per position. NJ/ML bootstrap values of >50% are shown. Species with PGC are shown in bold type.

The complete genome of AAP5 was sequenced by combining single-molecule real-time (SMRT) and Illumina technologies. The closed genome contained one circular chromosome and three plasmids, with a total length of 4.38 Mb encoding 4,128 genes. Genome characteristics are summarized in Table S2 in the supplemental material.

### Photosynthesis genes and regulators.

The AAP5 genome contained one continuous 38.6-kb-long photosynthesis gene cluster (PGC) (Fig. 2A). The PGC encompasses the *puf* operon encoding type 2 photosynthetic reaction center (RC) subunits, and the complete set of genes for bacteriochlorophyll synthesis (*bch* genes, *acsF*). Only three genes for carotenoid biosynthesis were located inside the PGC (*crtF*, *crtD*, and *crtC*), while the remaining genes were located outside the PGC. The *puc* operon, encoding the peripheral light-harvesting complexes, was missing. The PGC contained the *hemA* gene (E2E30_16310) which seems to be a common feature of all AAP species in *Alphaproteobacteria* (40). Regulatory proteins were represented by PpaA (E2E30_16380) and PpsR (E2E30_16385). Interestingly, two open reading frames (ORFs) (E2E30_16220 and E2E30_16405) coding for the transcriptional modulator TspO were situated at opposite ends of the PGC. TspO is a membrane protein facilitating efflux of porphyrins and modulating PpsR activity in Rhodobacter sphaeroides (41). In Dinoroseobacter shibae, *tspO* is under the control of the singlet oxygen response regulator RpoE (42).

**FIG 2:**
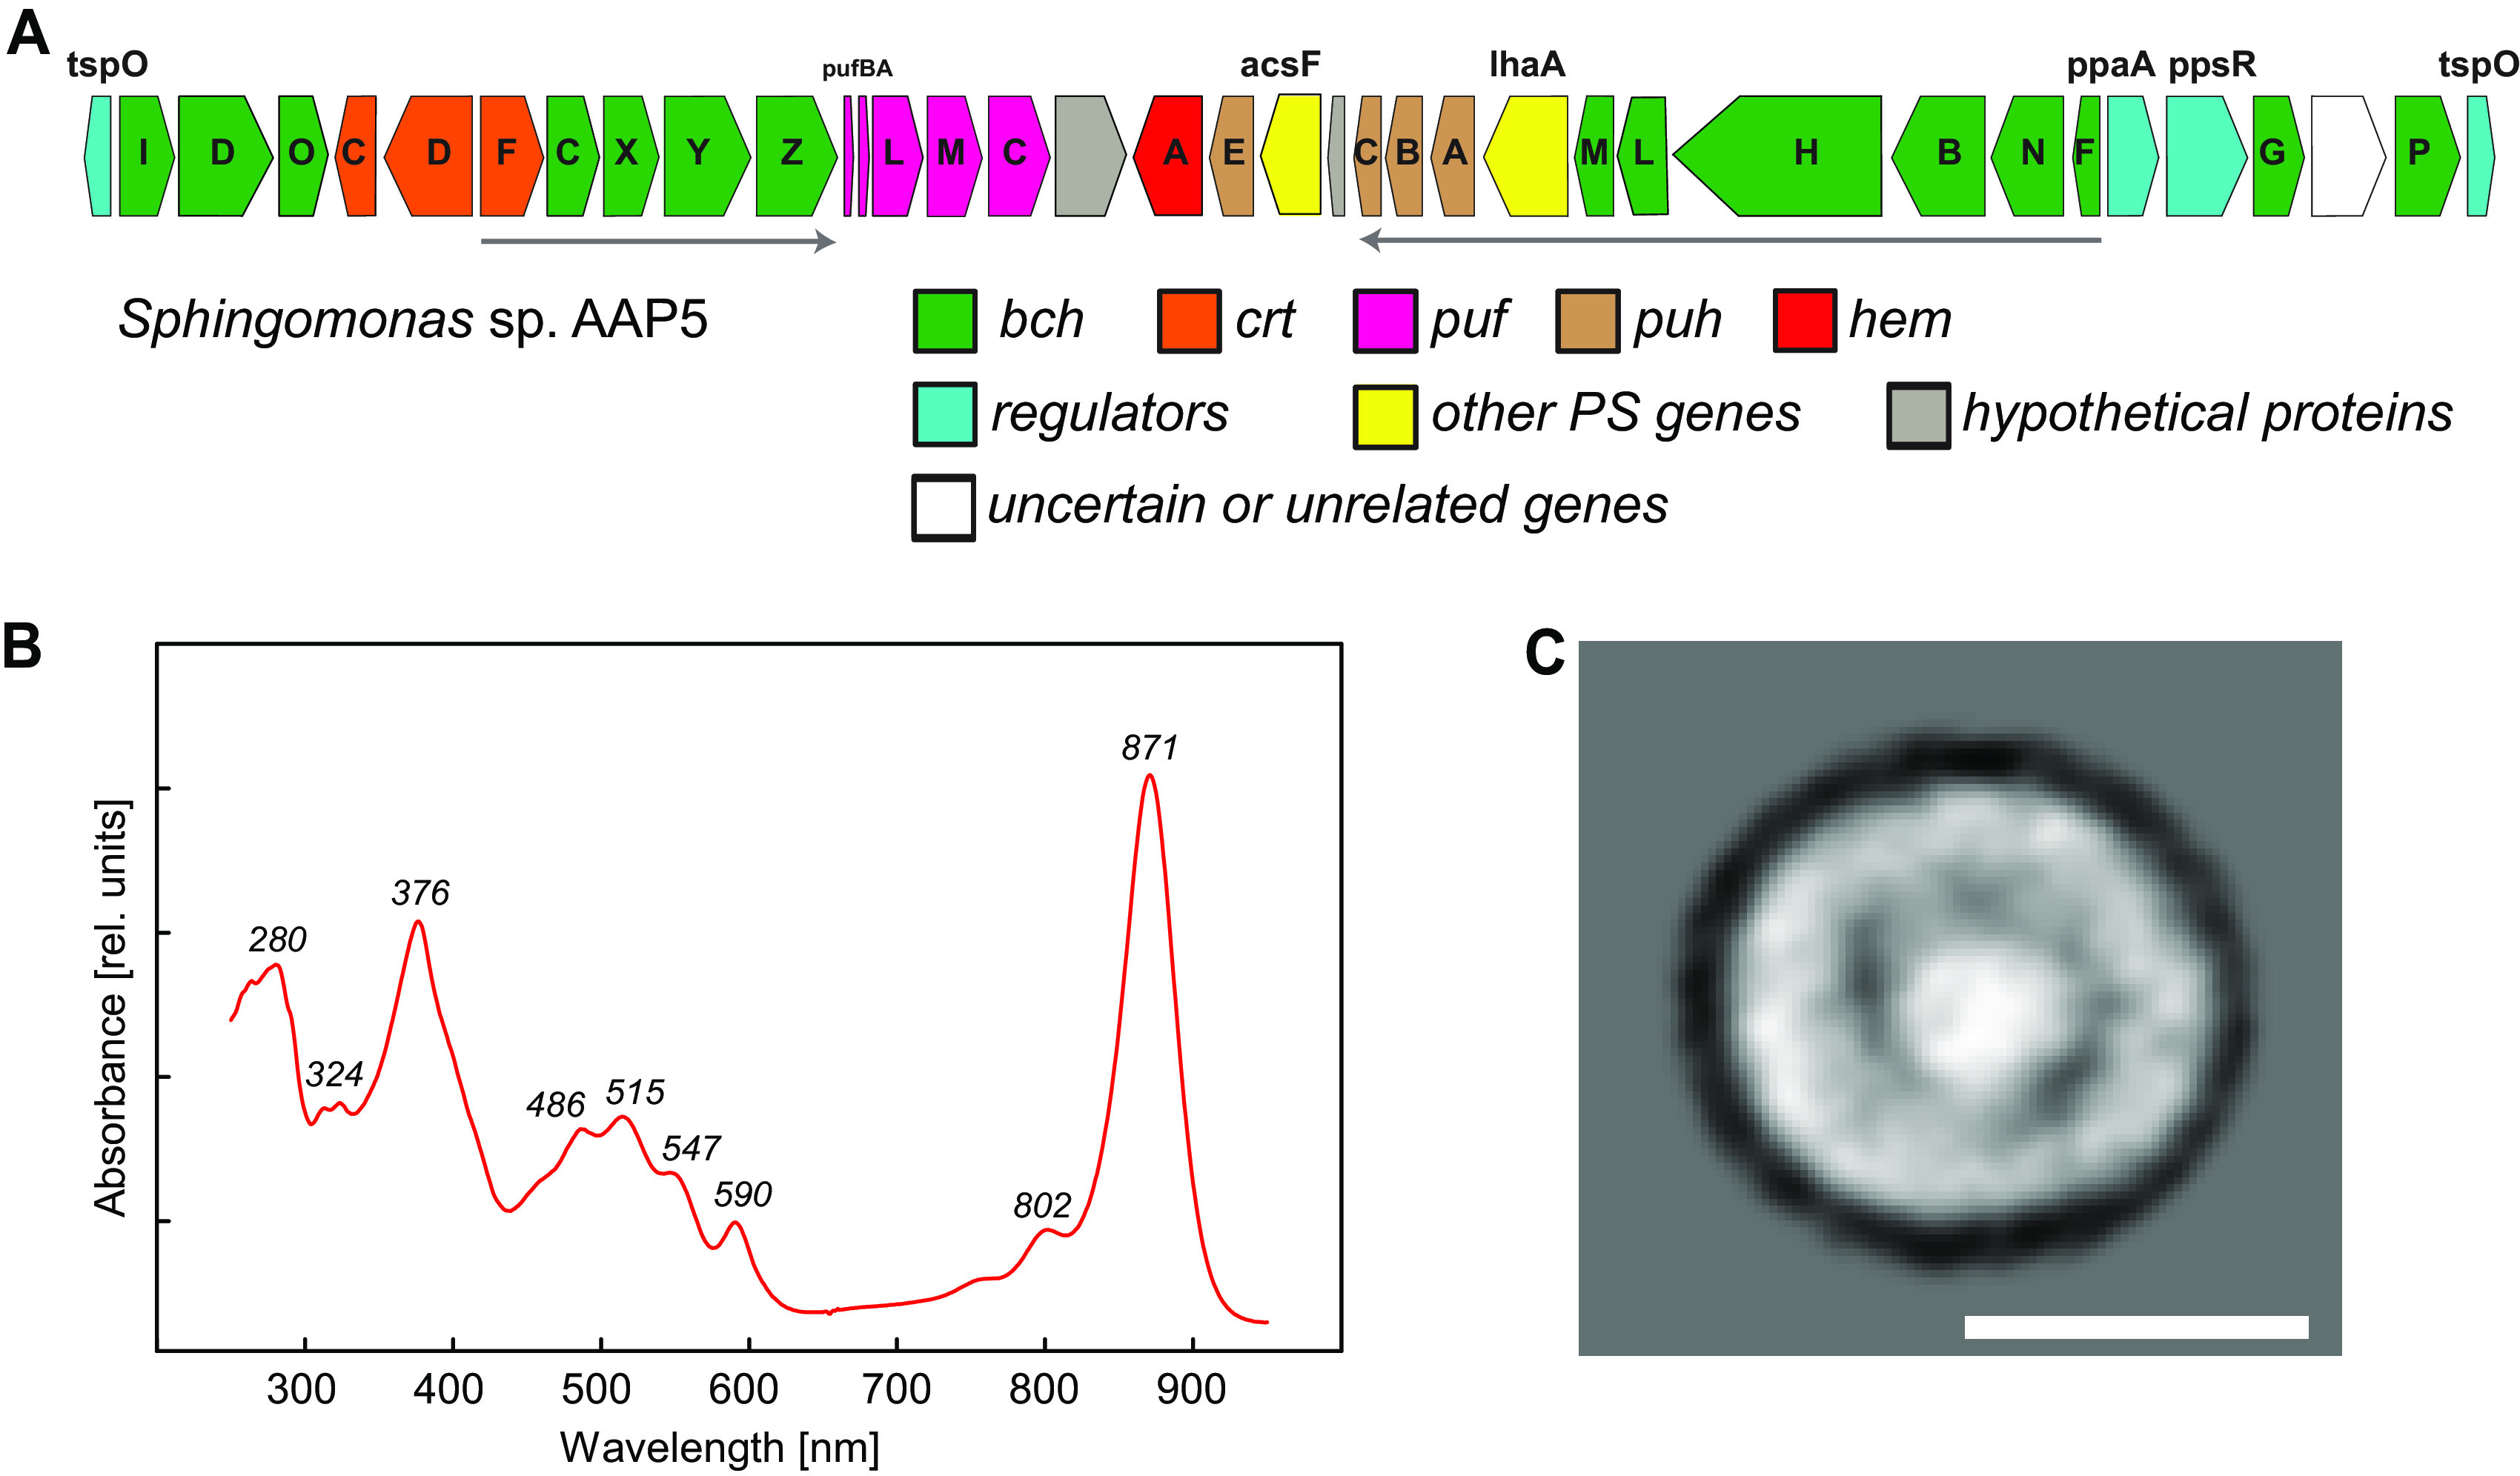
Photosynthetic competence of the AAP5 strain. (A) Gene organization of the photosynthesis gene cluster (PGC). *bch* (green), bacteriochlorophyll biosynthesis genes; *crt* (orange), carotenoid biosynthesis genes; *hem* (red), heme biosynthesis genes; *puf* (pink), genes encoding reaction center proteins; *puh* (brown), genes encoding reaction center assembly proteins; blue, regulatory genes; gray, hypothetical genes; white, uncertain or unrelated genes. Arrows show directions of superoperons *bchFNBHLM-lhaA-puhABC* and *crtF-bchCXYZ*. (B) Absorption spectrum of PS membranes. (C) Top view projection map of the PS complex. Bar, 10 nm. PS, photosynthetic.

The synthesis of the photosynthetic (PS) apparatus is usually regulated in response to environmental conditions; therefore, we also searched for genes potentially involved in such regulation. The AAP5 genome contained 29 sensor histidine (His) kinases and 24 response regulators. Additionally, it harbors seven hybrid His kinase/response regulators, a putative bacteriophytochrome (E2E30_06640), and a BLUF domain-containing protein (E2E30_12925). Phytochromes are known to register red and far-red light (43), whereas BLUF domain has been shown to detect blue light (44).

### Photosynthetic complexes.

To purify and characterize BChl *a*-containing PS complexes, cells were harvested from IR-positive agar plates. High-performance liquid chromatography (HPLC) pigment analysis identified nostoxanthin as the main carotenoid (see Fig. S1 in the supplemental material). During purification, all nostoxanthin was removed, suggesting that it was not bound to the PS complexes, and thus, it does not have any light-harvesting function. No XR was found in the membrane fraction during purification. The absorption spectrum of the purified complex resembled very closely that of Rhodospirillum rubrum (45). It had three carotenoid absorption bands at 486, 515, and 547 nm and one near-infrared (NIR) absorption band at 871 nm (Fig. 2B) indicating the presence of light-harvesting complex 1 (LH1). The purified PS complexes were further investigated by electron microscopy. The single-particle analysis of the images obtained revealed circular particles with an outer diameter of ∼12 nm and an area of higher density in the center. This represents regular LH1-RC complexes composed of a single ring of light-harvesting LH1 complexes surrounding the reaction center (Fig. 2C). The main carotenoid present in the PS complexes was spirilloxanthin (Fig. S1). Aside from the main BChl *a* form, its phytyl derivative, there was also its geranylgeranyl, H_2_-geranylgeranyl and H_4_-geranylgeranyl derivative.

10.1128/mSystems.01044-20.1 FIG S1 Reversed-phase chromatography of AAP5 pigments. Carotenoids were monitored at 470 nm and bacteriochlorophyll *a* (Bchl *a*) at 770 nm. Note that traces are shifted vertically. Numbers above peaks indicate main pigments: 1, nostoxanthin; 2, BChl *a*_GG_ (geranylgeranyl); 3, BChl *a*_GGH2_ (dihydrogeranylgeranyl); 4, BChl *a*_GGH4_ (tetrahydrogeranylgeranyl); 5, BChl *a*_P_ (phytol); 6, spirilloxanthin. Download FIG S1, EPS file, 1.6 MB. Copyright © 2020 Kopejtka et al. 2020 Kopejtka et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Rhodopsin and genes for retinal biosynthesis.

In addition to genes coding BChl *a*-containing reaction centers, we identified a single gene (E2E30_05030) coding for rhodopsin with 255 amino acid residues and seven transmembrane α-helices (Fig. S2A). Conserved amino acid positions of aspartate (Asp_92_) and glutamic acid (Glu_103_) on the 3rd helix (Fig. S2A) represented a presumable proton acceptor and donor, respectively, from a Schiff base in the proton transfer reactions during the rhodopsin photocycle (46). By the same token, the presence of leucine at the positions 99 and 100 on the 3rd helix (Fig. S2A) suggests that the identified rhodopsin absorbs green light (2, 47). Furthermore, the position of conserved glycine (Gly_150_ [Fig. S2B]) spoke for a tentative ability to form the keto-carotenoid binding site (48). Phylogenetic analysis supported that the identified rhodopsin belongs to the XR group of proton-pumping rhodopsins (Fig. 3A).

**FIG 3:**
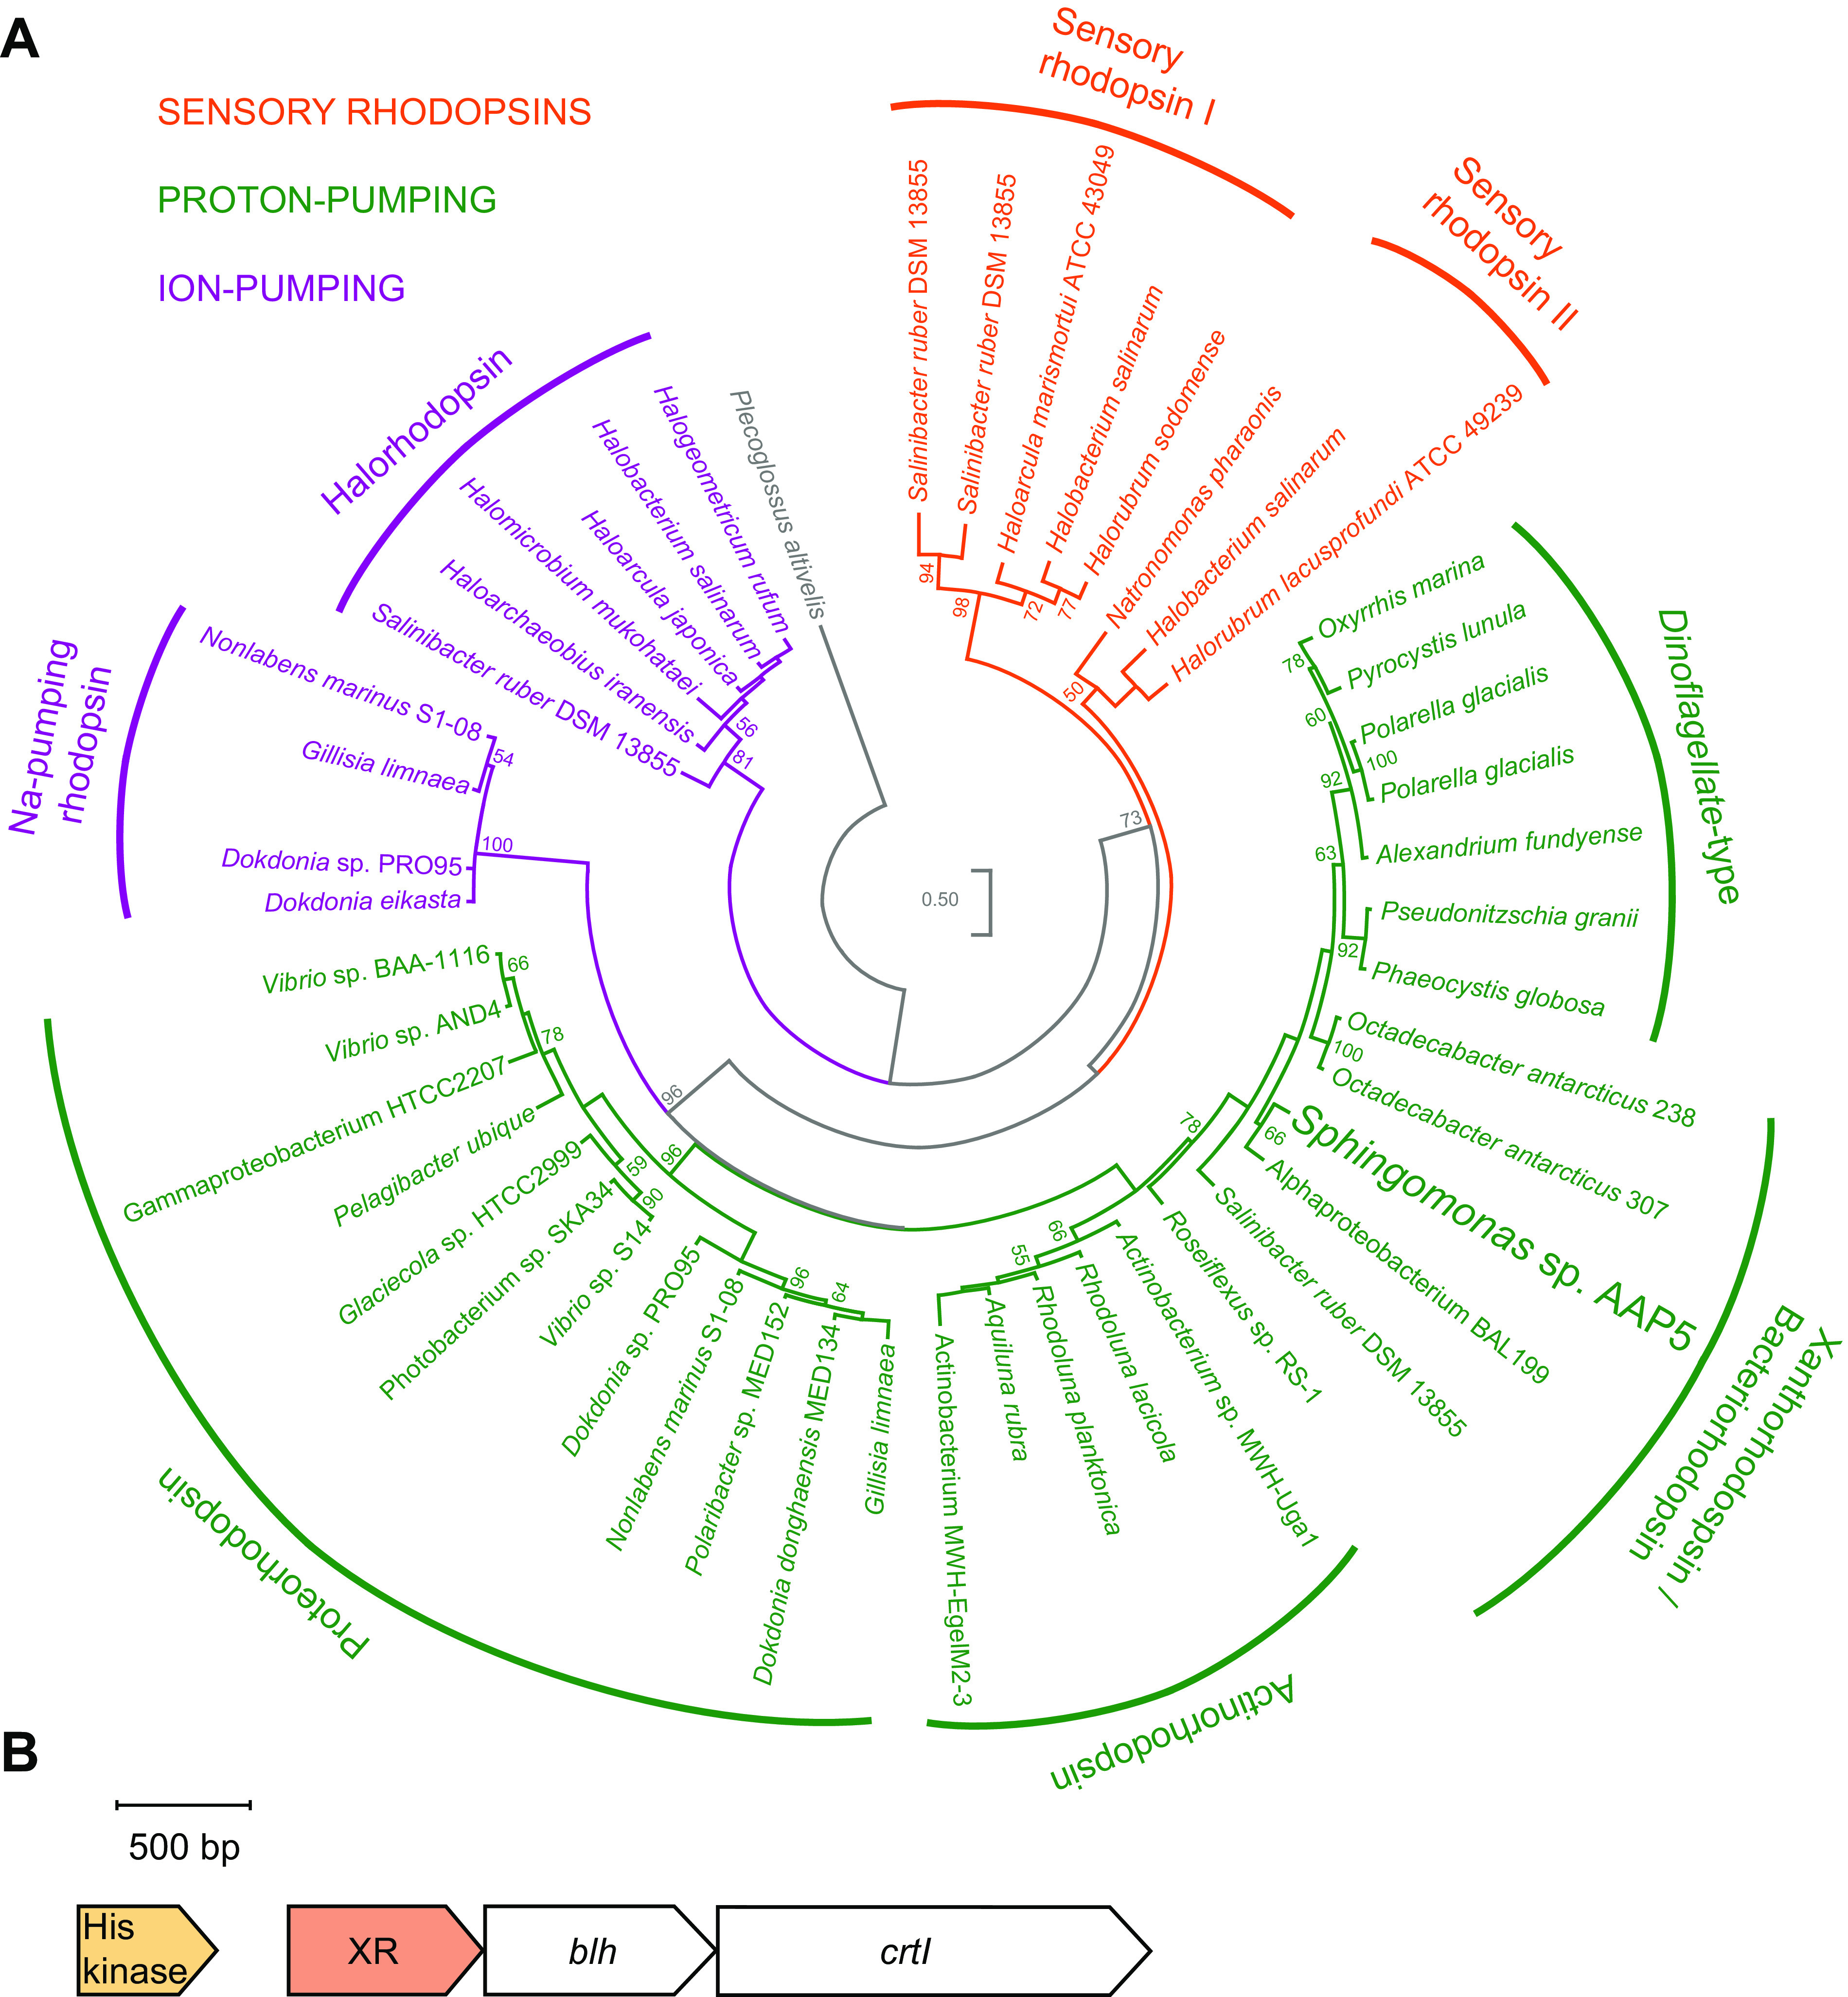
Phylogenetic affiliation and genomic context of the XR gene from the AAP5 strain. (A) Phylogenetic tree based on the alignment of amino acid sequences of the rhodopsin proteins from the three domains of life. XR sequence from the studied strain, which is highlighted by a bigger font, clearly clusters with other proton-pumping rhodopsins. The phylogenetic tree was calculated using the maximum likelihood (ML) algorithm with the LG model and bootstrap 100×. Plecoglossus altivelis was used as an outgroup. The bar represents the number of changes per position. Bootstrap values of >50% are shown. (B) Genomic environment of the XR gene. The bar represents sequence length in base pairs.

10.1128/mSystems.01044-20.2 FIG S2 (A) Prediction of transmembrane helices for the xanthorhodopsin protein from the AAP5 strain. The plot shows the posterior probabilities of an inside/outside/transmembrane helix for the amino acid sequence. For this protein, the single most probable topology clearly turns out to have seven transmembrane helices, the conserved feature of rhodopsins. Conserved amino acid positions of aspartate (Asp_92_) and glutamic acid (Glu_103_) on the 3rd helix, representing a presumative proton acceptor and donor, respectively, are highlighted in black. The two positions of conserved leucine (Leu_99_ and Leu_100_), which are predicted to be characteristic for rhodopsins with green light absorption maximum, are highlighted in green. The analysis was done using the TMHMM prediction tool (http://www.cbs.dtu.dk/services/TMHMM/). (B) Alignment of the XR sequences from the AAP5 strain and Salinibacter ruber. The position of conserved glycine (Gly_156_ in XR of *S. ruber*), which tentatively interacts with the keto-carotenoid, is highlighted in red. Download FIG S2, EPS file, 1.5 MB. Copyright © 2020 Kopejtka et al. 2020 Kopejtka et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Genomic environment analysis of the rhodopsin gene revealed that XR is in one operon with the β-carotene 15,15′-monooxygenase, encoded by the *blh* gene (E2E30_05025) (Fig. 3B). This enzyme converts β-carotene, which is a precursor for the biosynthesis of carotenoids, to two molecules of retinal. Retinal serves as a chromophore for the XR. The other *crt* genes (E2E30_15535, E2E30_15540, and E2E30_15550) necessary for the β-carotene synthesis from geranylgeranyl pyrophosphate (49) were found together in one gene cluster in other parts of the AAP5 genome.

Furthermore, the XR gene was in one gene cluster with a blue-light-activated histidine kinase (E2E30_05035) (Fig. 3B). To explore this further, we performed a phylogenetic analysis of XR sequences and their surrounding genes from other *Sphingomonas* representatives (Fig. S3). We found that the genomic neighborhood of the XR gene was completely syntenic in some *Sphingomonas* species (Fig. S3), forming a distinct phylogenetic group. Interestingly, this group contains representatives with and without PGC.

10.1128/mSystems.01044-20.3 FIG S3 Comparative phylogenetics of the XR from the AAP5 strain. Species (highlighted in blue) with the conserved genomic environment of the XR gene identical to that of the AAP5 strain (marked with an asterisk) form a distinct phylogenetic group, marked by the blue vertical bar. The blue scale bar represents sequence length in base pairs. The phylogenetic tree was based on the alignment of amino acid sequences of the XR protein from *Sphingomonas* representatives and calculated using both neighbor-joining (NJ) and maximum likelihood (ML) algorithms and 250× bootstrap replicates. Pseudorhodobacter antarcticus was used as an outgroup organism. The black scale bar represents number of changes per position. NJ/ML bootstrap values >50% are shown. Species with PGC are shown in bold type. Download FIG S3, EPS file, 1.6 MB. Copyright © 2020 Kopejtka et al. 2020 Kopejtka et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Functional characterization of xanthorhodopsin.

Despite the fact that XR gene was present in AAP5 genome, no rhodopsin proteins were identified in the collected cell membranes. Also, no traces of salinixanthin (carotenoid associated with xanthorhodopsins) was found in pigment extracts (Fig. S1). Therefore, we heterologously expressed the protein in Escherichia coli cells. After induction and retinal amendment, the recombinant strain displayed a weak pink color. The purified strep-tagged protein revealed an absorption maximum at 544 nm (Fig. 4A). The heterologously expressed XR was further analyzed by time-resolved absorption spectroscopy. As shown in Fig. 4B, the pulsed excitation led to a pronounced transient negative band with a maximum at ∼550 nm, this feature was flanked with positive absorption features peaking at ∼420 and 620 nm. The signal lacked pronounced vibrational structure as expected for retinal. Kinetics of the absorption changes at selected wavelengths can be found in Fig. 4C. This figure illustrates that the temporal development of the absorption features was complex: the global analysis of the time-resolved data required four components for satisfactory description, yielding time constants (±standard deviation) of 7.3 (±0.1) μs, 725 (±16) μs, 7.5 (±0.2) ms, and 93 (±8) ms. The absorption changes decayed completely on the ∼100-ms time scale. Our data on XR from the AAP5 strain compare well to the data obtained on XR from Salinibacter ruber (13) and demonstrate that the XR gene codes for a photoactive rhodopsin protein.

**FIG 4:**
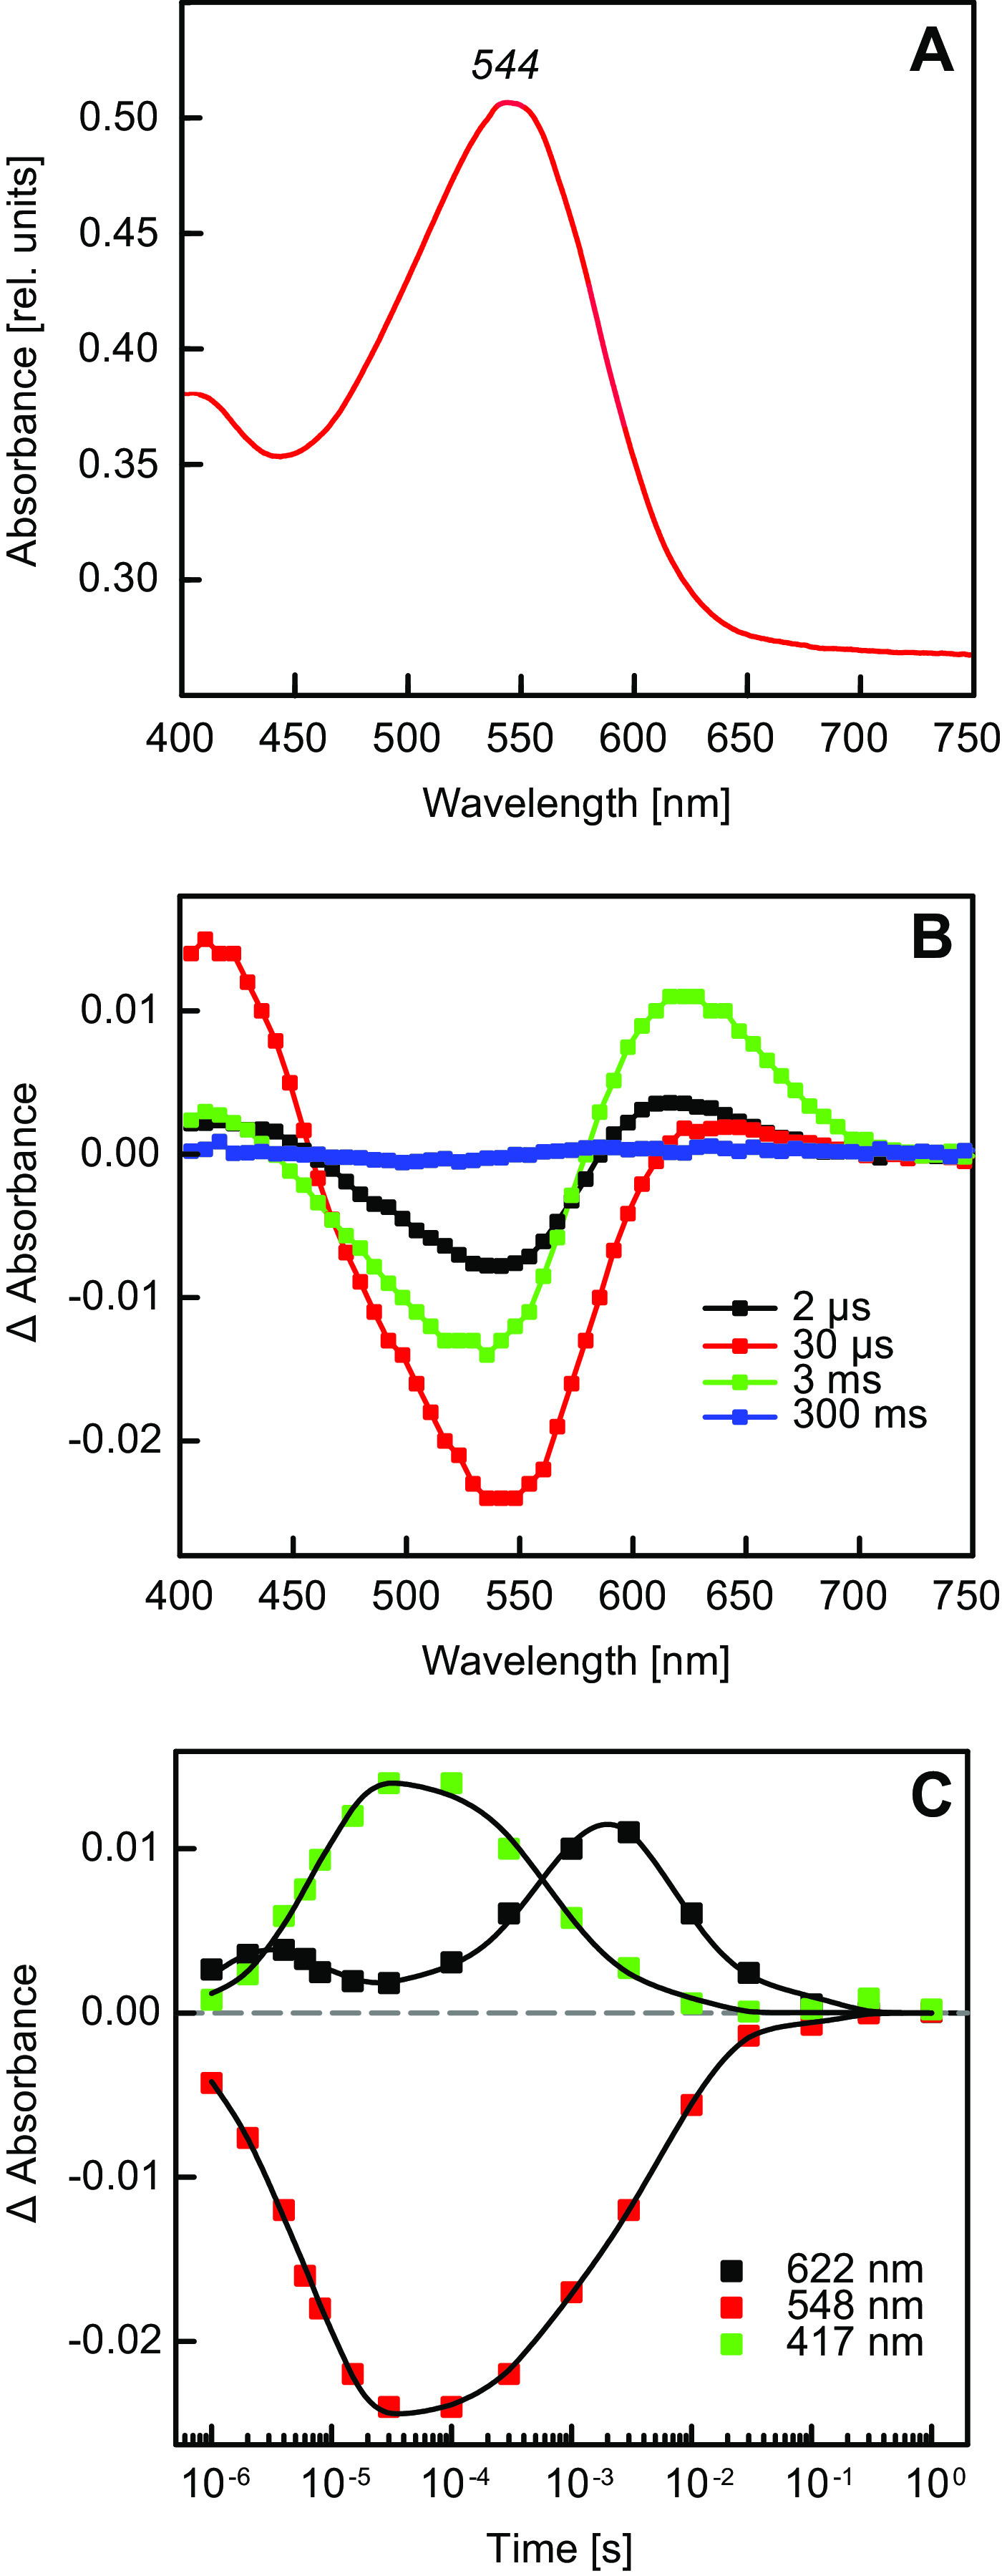
Spectroscopic analyses of xanthorhodopsin (XR). (A) Absorption spectrum of the E. coli-expressed XR gene. The absorption maximum of this recombinant protein was located in the green part of the spectrum at 544 nm. (B) Flash-induced changes in absorption spectra recorded at various delays after the actinic pulse. Delays are given in the legend. (C) Kinetics of absorbance changes at selected wavelengths following the actinic pulse (points). Traces given in solid lines show the results of the global fit of the kinetic data.

### Transcription of photosynthetic genes in AAP5 during growth on solid media and in liquid media.

The AAP5 strain had been cultured on agar plates where it showed a clear infrared emission of BChl *a*. However, when it was transferred to a liquid medium rich in organic nutrients, containing 42 mM organic carbon (OC), the cells contained no detectable BChl *a*. To understand this change in the BChl *a* content, we compared the transcriptome of cells grown for 4 days (when BChl *a* was first detectable) and 8 days (when BChl *a* was clearly visible) on agar plates with cells from liquid cultures after reaching their maximum optical density. All samples were harvested 4 h after the switch to dark phase of cultivation. Using a *P* value of <0.05 and log_2_ fold change (FC) of >2, we identified 293 up- and downregulated genes in the plate-grown samples that clustered into four main groups (Fig. 5).

**FIG 5:**
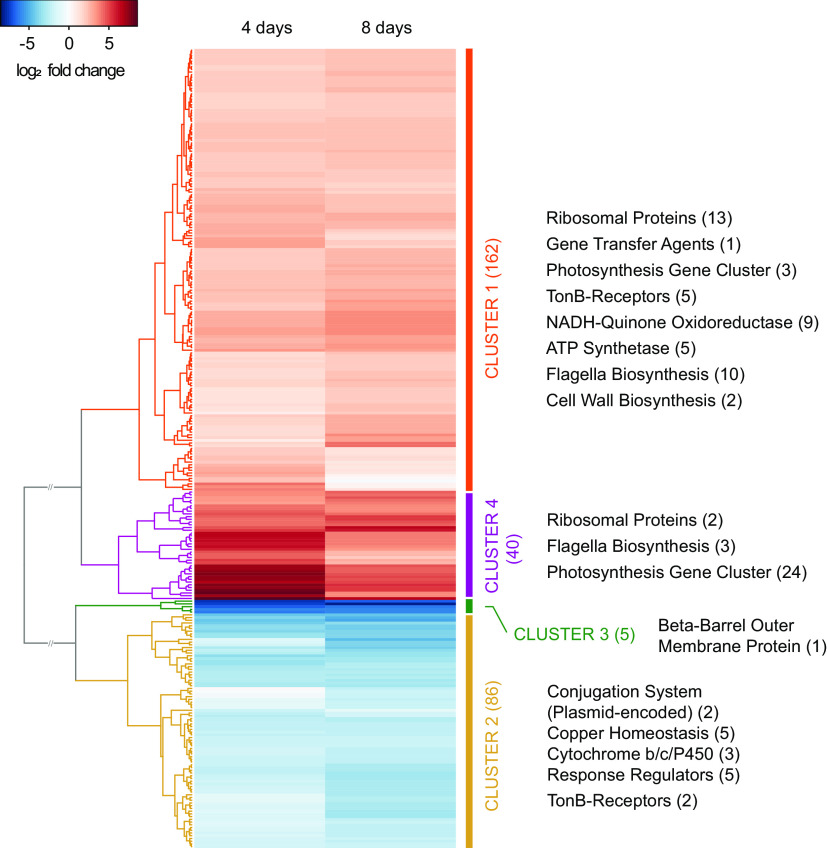
Transcriptome dynamics during growth on solid medium compared to growth in liquid medium. Heatmap visualization of log_2_ fold change for two time points grown on agar plate (4 and 8 days) compared to growth in liquid medium (control treatment). A total of 293 regulated genes are clustered into four main groups (clusters 1 to 4). For each cluster, the main groups of up- or downregulated genes are shown. Numbers in parentheses show the number of genes represented in each gene cluster/group. Cutoff values used for the analysis: *P* value = 0.05; log_2_ fold change > 2. FC.

The most upregulated genes were those of the PGC, and a gene coding for one out of four TonB energy transducer proteins (E2E30_15125). Five genes coding for TonB-dependent receptors were also upregulated, although to a lesser extent. Genes coding for the transcription-translation machinery and flagella were also upregulated. When comparing cells harvested after 4 days with those harvested after 8 days, the most upregulated genes from the earlier time point generally had higher transcription levels than those from the later time point.

The genes most downregulated during growth on solid medium were located in two adjacent putative operons (E2E30_RS03120-E2E30_RS03160) coding, among others for two response regulators and a transcription factor. A complete list of up- and downregulated genes can be found in Table S4. The rhodopsin and neighboring genes had only a few reads mapped under these conditions and thus were considered almost silent.

### Expression of the *pufM* gene under nutrient-limiting conditions.

The upregulation of PGC genes in the cells grown on the solid medium could have had three possible explanations. (i) They are expressed only when the cells grow as biofilm, (ii) Their expression is activated under low-oxygen environment formed inside the colonies. (iii) The expression of PGC genes is triggered by nutrient limitation. The last explanation was additionally supported by the activation of TonB transport components along with the PGC. To test these options, we performed an experiment with AAP5 cells grown in well-aerated liquid cultures with lowered concentrations of organic carbon sources (glucose, pyruvate, yeast extract, and peptone).

Since BChl *a* synthesis was not observed in cultures grown in full medium (i.e., 42 mM OC), we considered the relative expression of *pufM* at this concentration of organic components as repressed. This was confirmed using reverse transcription quantitative PCR (RT-qPCR) (Fig. S4, top panel). *pufM* gene expression was first observed in cultures grown in medium with >5-fold dilution of organic nutrients and reached its maximum at 15-fold dilution. To further investigate this phenomenon, batch cultures were grown at a 10-fold-reduced concentration of organic nutrients until the stationary phase, and then we amended the cultures with either organic carbon (glucose), nitrogen (NH_4_Cl), or iron (FeCl_3_) at concentrations corresponding to one-third of those in the full medium. For normalization, we used control samples (without any amendment). After 24 h of the amendments, the *pufM* relative expression decreased 33-fold in cultures amended with glucose (Tukey test, *P* value = 0.0222, *t* value = −3.781), 2-fold in cultures supplemented with nitrogen (*P* value = 0.8497, *t* value = −0.807), and 1.8-fold in iron-amended treatments (*P* value = 0.9120, *t* value = −0.652). After 48 h of glucose amendment, the *pufM* relative expression recovered to the level corresponding to 85% of *pufM* relative expression in the control treatment (*P* value = 0.996, *t* value = −0.226). For nitrogen and iron, these values were lower by 66% (*P* value = 0.932, *t* value = −0.589) and 21% (*P* value = 0.264, *t* value = −2.027), respectively (Fig. S4, bottom panel). These results support our hypothesis that *pufM* expression is repressed by high concentrations of glucose.

10.1128/mSystems.01044-20.4 FIG S4 Transcriptional dynamic of the *pufM* gene under nutrient-limiting conditions. (Top) Influence of organic carbon (OC) concentration on the transcription of the *pufM* gene. In cultures grown in organic medium with OC dilution of >5×, *pufM* gene transcription was significantly upregulated. The OC concentration of 100% corresponds to the OC concentration (42 mM) in full organic medium. (Bottom) Cultivation of the AAP5 strain in organic medium with low-glucose concentration (corresponding to glucose dilution 10×) triggers the *pufM* gene expression (time point 0), whereas the increase of glucose concentration in the organic medium (corresponding to 1/3 of OC concentration in full organic medium) effectively inhibits it (time point 1). Forty-eight hours after the glucose amendment, *pufM* relative expression recovered to a level similar to that in the control treatment, whereas for nitrogen and iron amendment, the changes in *pufM* relative expression were not statistically significant (time points 1 and 2). The Δ*Ct* mean values and standard deviations calculated from three parallel biological replicates are shown. *Ct*, threshold cycle. Download FIG S4, EPS file, 1.4 MB. Copyright © 2020 Kopejtka et al. 2020 Kopejtka et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Transcriptome response to low-carbon conditions.

To characterize differences in gene expression between cells grown under carbon-limited and carbon-replete conditions on the whole-transcriptome level, we cultivated the AAP5 strain in 10-fold-diluted and full liquid medium. 

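The full organic medium held 42 mM OC, and the cultures ran through 12-h dark/12-h light cycles. Cells were taken 4 h after the switch to dark on day 2 and 4 h after the switch to light on day 3, so the harvest phase and the day of harvest cannot be told apart. The 2 media and 2 phases gave 4 groups of 3 replicates, or 12 libraries. The methods describe removal of rRNA with the RiboZero kit, whereas the sample labels list the molecule as polyA RNA. The authors mapped the single-end reads with bowtie2 and counted those on the sense strand of each gene with featureCounts. Reads that mapped to several places were counted, and a read that overlapped several genes was counted for each, so the 1451 genes that overlap a neighbor on the same strand share reads with it. Genes that lie less than a read length apart can share reads as well. The authors deposited these counts for each protein-coding gene without normalization.
The total count on genes ranged from 6604880 to 7872637 in the low-carbon cells harvested in the dark (median 7013252). It ranged from 3758479 to 4574327 in the high-carbon cells harvested in the dark (median 3781272), from 3706011 to 5397793 in the low-carbon cells harvested in the light (median 4259483) and from 3396374 to 4732392 in the high-carbon cells harvested in the light (median 4537243). The photosynthesis gene cluster took between 9.86% and 23.9% of the counts in the 3 low-carbon dark libraries. It took between 0.389% and 0.699% in the other 9. The TMM factors lay between 0.761 and 0.934 in the low-carbon dark libraries and between 1.02 and 1.21 in the rest.
Counts were analyzed with edgeR. Its filter on low counts kept 3959 genes and removed 23, and the kept genes were fitted with all 12 libraries in one model, with each comparison as a contrast in the quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p below 0.05 are called differentially expressed. The replicates did not vary alike. The median standard deviation of log2 counts scaled to library size (CPM) between replicates was 0.34 in the low-carbon dark cells, 0.21 in the high-carbon dark cells, 0.13 in the low-carbon light cells and 0.16 in the high-carbon light cells, and the common fit pools these spreads.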

To analyze the influence of light on PS gene expression, we sampled during both phases of the 12-h dark/12-h light cultivation (4 h after the respective switch). With high-carbon concentration, light had only a minimal influence on gene expression. In contrast, with low-carbon concentration, light had a significant effect on gene expression (Fig. 6A). 

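Between the dark and the light phase of the high-carbon cultures, 291 of 3959 genes were differentially expressed, 127 higher and 164 lower in the dark. Of these, 12 also changed by more than 2 on the log2 scale, and the median absolute log2 FC of the 291 genes was 0.88. With the 6 high-carbon libraries alone, the number of genes was 785, and with DESeq2 on all 12 libraries 475. Bonferroni adjustment left 16. Of the 12 libraries, 10 moved the number by more than 1.5 times when left out. It was 687 and 563 without replicates 1 and 3 of the low-carbon dark cells, 66 and 90 without replicates 2 and 3 of the high-carbon dark cells, 174, 168 and 181 without replicates 1, 2 and 3 of the low-carbon light cells, and 62, 116 and 93 without replicates 1, 2 and 3 of the high-carbon light cells.
In the dark, E2E30_RS09540, an MBL fold metallo-hydrolase gene on the chromosome, had a log2 FC of -3.98 (standard error 0.57, adjusted p = 0.0031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It reached 39.4 ± 4.7 CPM in the dark and 625 ± 559 in the light (SD, n = 3), where replicate 3 alone stood at 1269. The adjacent gene E2E30_RS09535 fell by 2.88 on the log2 scale (adjusted p = 0.035, same test and adjustment) and was no longer differentially expressed without that replicate (log2 FC -1.40, adjusted p = 0.16) or without replicate 1, 2 or 3 of the high-carbon dark cells (adjusted p = 0.065, 0.14 and 0.11), in the same test with the same adjustment. E2E30_RS09370 fell by 2.76, E2E30_RS13145 by 2.56 on the log2 scale, and *copC* (E2E30_RS09340) had a log2 FC of -2.50. The other genes with copper in their product name that were lower in the dark were *copD* (E2E30_RS09335, -1.57), E2E30_RS09360 (-2.28) and E2E30_RS09365 (-1.64). In the opposite direction, E2E30_RS10325 had a log2 FC of 2.23, E2E30_RS04115 of 1.81, E2E30_RS10330 of 1.77, E2E30_RS08235 of 1.70 and E2E30_RS07880 of 1.59. For each of the genes named, every library of one phase lay above every library of the other, which was required of the most increased and decreased genes but not of those chosen by product name. E2E30_RS09540 shares 1 base with its neighbor on the same strand.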

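In the low-carbon cultures, 1430 genes differed between the phases, 815 higher and 615 lower in the dark, and 154 of them changed by more than 2 on the log2 scale. With 1 library left out, the number lay between 984, without replicate 3 of the low-carbon light cells, and 1570, without replicate 1 of the low-carbon dark cells. With the 6 low-carbon libraries alone it was 906. Scaling by library size alone, without TMM factors, shifted the median log2 FC of all genes from -0.01 to -0.34, and the share of differentially expressed genes that were higher in the dark from 57.0% to 25.4%. The same change of scaling moved the share from 43.6% to 64.3% in the high-carbon cultures.
The difference between the 2 responses to light was tested as an interaction of carbon and light. This term was past the threshold for 574 genes, 356 with a higher and 218 with a lower dark-to-light ratio at low carbon, and 105 of them had an interaction log2 FC beyond 2 in either direction. With library size alone as the scaling, the interaction covered 892 genes, 177 higher and 715 lower. It covered 363 genes without replicate 1 of the high-carbon light cells, 376 and 378 without replicates 2 and 1 of the low-carbon light cells, and 924 without replicate 1 of the low-carbon dark cells.
E2E30_RS09540 was also lower in the dark at low carbon, where it fell from 791 ± 432 to 20.6 ± 4.4 CPM (SD, n = 3), a log2 FC of -5.26 (standard error 0.61, adjusted p = 4.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). E2E30_RS03150, annotated as a hypothetical protein, fell by 5.22 on the log2 scale (adjusted p = 3.0e-06, same test and adjustment), with between 7 and 21 counts in the low-carbon dark libraries. E2E30_RS09535 had a log2 FC of -4.02 and the response regulator gene E2E30_RS03135 of -3.83.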

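In the dark, 1845 genes were differentially expressed between the low-carbon and the high-carbon cells, 980 higher and 865 lower at low carbon. Of the 1430 genes that responded to light at low carbon, 1024 (71.6%) were also among these with the same direction, 608 higher and 416 lower in the low-carbon dark cells. A further 3 genes were past the threshold in both comparisons with opposite directions. If the 2 lists of genes were unrelated, 336 genes would be shared with the same direction. Genes with opposite directions are left out of this number. Both comparisons use the same 3 low-carbon dark libraries, however, which alone makes their values alike. In 20 simulations in which no group was changed, the log2 FCs of the 2 comparisons had a mean correlation across genes of 0.490, against 0.857 observed, and 66.4% of genes had the same sign, against 80.1% observed. Each gene had the same spread in all simulated groups. The shared low-carbon dark libraries varied more, with a median standard deviation of log2 CPM of 0.34. It was 0.21 in the high-carbon dark and 0.13 in the low-carbon light libraries. The simulated values therefore understate the likeness that sharing gives, and the gap to the observed values cannot be read as agreement beyond it. Genes are not independent replicates, so these figures carry no p. Bonferroni adjustment left 146 shared genes. The number was 583 when each comparison was fitted on its own 6 libraries, and between 751 and 1140 with 1 library left out. Scaling by library size alone shifted the median log2 FC of all genes between low and high carbon in the dark from 0.01 to -0.47 and the share of higher genes from 53.1% to 21.1%.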

Genes that responded to light under low-carbon conditions showed a considerable overlap with those that were differentially expressed under low-carbon compared to high-carbon conditions (Fig. 6A).

**FIG 6:**
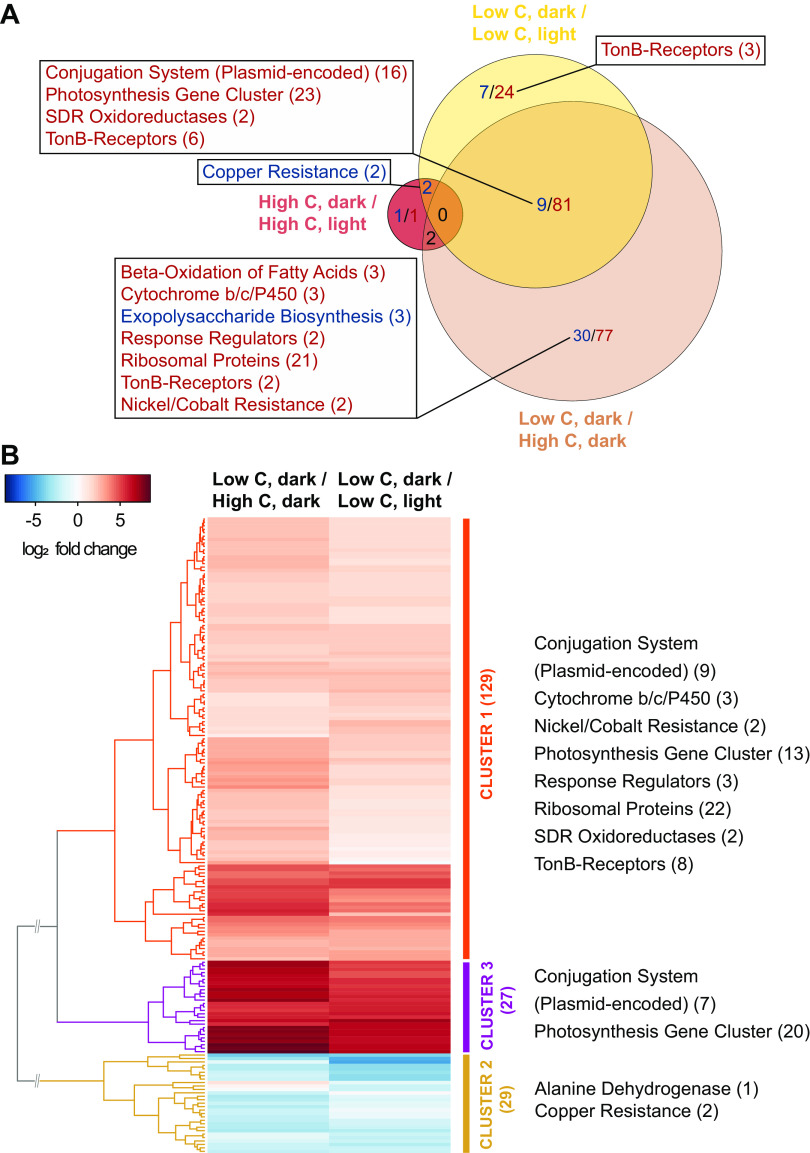
Transcriptome dynamics during growth in liquid medium under carbon-limiting conditions and different light regimes. (A) Overlap of genes that were significantly regulated for each combination of experimental and control treatments. Groups of genes with common function are highlighted. Upregulated genes are in red, downregulated genes are in blue. Numbers in parentheses show the number of genes represented in each gene group. Cutoff values used for the analysis: *P* value = 0.05; no log_2_ fold change (FC) cutoff value. (B) Heatmap visualization of log_2_ FCs between two experimental treatments both grown and harvested under the same conditions (cells grown in carbon-deficient medium, harvested in dark) but compared to two different control treatments (cells grown in carbon-rich medium, harvested in dark and cells grown in carbon-deficient medium, harvested in light). In total, 185 regulated genes are clustered into three main groups (clusters 1 to 3). For each cluster, the main groups of up- or downregulated genes are shown. Numbers in parentheses show the number of genes represented in each gene cluster/group. Cutoff values used for the analysis: *P* value = 0.05; log_2_ FC > 2.

Due to the negligible influence of light at high-carbon conditions, this sample was not further considered. We compared log_2_ FCs between samples from the carbon-deficient medium harvested in the dark with samples from the carbon-rich medium, harvested in the dark and samples from carbon-deficient medium, harvested in the light. 

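With both thresholds applied in the same comparison, 258 genes passed, 189 of them higher and 69 lower in the low-carbon dark cells. Of these, 109 passed in both comparisons, 104 only against the high-carbon dark cells and 45 only against the low-carbon light cells. Bonferroni adjustment left 170 genes, 139 higher and 31 lower. A threshold of 1 on the log2 scale gave 1031 genes. Where the thresholds could be met in any of the 5 comparisons of Table S5, 292 genes passed. With 1 library left out, between 216 and 357 genes passed, the lowest without replicate 3 and the highest without replicate 1 of the low-carbon dark cells. The number of lower genes rose to 163 without replicate 1 and to 152 with library size alone as the scaling, under which 129 were higher. Against the high-carbon dark cells, the genes with the lowest log2 FCs after alanine dehydrogenase, which is reported with its own values, were E2E30_RS03150 (-3.45), E2E30_RS12550 (-3.04), the PAS domain gene E2E30_RS10250 (-3.02) and the helicase gene E2E30_RS08235 (-3.01).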

Using a *P* value of <0.05 and log_2_ FC of >2 resulted in a total number of 185 genes (158 up- and 27 downregulated) that clustered into three main groups (Fig. 6B).

Among the most upregulated genes were the complete PGC and the full plasmid-encoded type IV secretion system gene cluster, which probably mediates the conjugational transfer of its host replicon. 

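The photosynthesis gene cluster was taken as the 38 genes from E2E30_RS16220 to E2E30_RS16405, the *tspO* genes at its ends, from 3498425 to 3538551 on the chromosome in the coordinates of the count files. In the low-carbon dark cells, 36 of the 38 genes were higher than in the high-carbon dark cells and 37 higher than in the low-carbon light cells, with median log2 FCs of 6.65 and 5.03. In the cluster, 33 genes were past both thresholds. All of the 20 most increased genes of the carbon comparison, and 13 of the 20 most increased of the light comparison, lay in the cluster. The smallest changes were those of the first *tspO* gene, E2E30_RS16220, with log2 FCs of 0.15 (standard error 0.22, adjusted p = 0.61) and -0.29 (standard error 0.22, adjusted p = 0.32) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with library size alone the latter fell by 0.66 on the log2 scale (adjusted p = 0.019). The largest were those of *pufB* (E2E30_RS16280), at 8.84 (standard error 0.53, adjusted p = 2.0e-07) and 6.92 (standard error 0.49, adjusted p = 1.2e-06) in the same test with the same adjustment. The neighboring *pufA* (E2E30_RS16285) rose by 8.45 and 6.84, *pufL* (E2E30_RS16290) by 8.27 and 6.79, *bchZ* (E2E30_RS16275) by 7.98 and 6.64 and E2E30_RS16265 by 7.93 and 6.68 on the log2 scale. The regulatory genes *ppaA* (E2E30_RS16380) and *ppsR* (E2E30_RS16385) rose by 2.14 and 2.13 relative to high carbon and by 2.07 and 1.95 relative to light, *hemA* (E2E30_RS16310) by 2.61 and 2.83, and the second *tspO* gene, E2E30_RS16405, by 5.79 and 4.17. Of its genes, 26 overlap a neighbor on the same strand. As a set, the cluster was higher in both comparisons in limma's camera test with a preset correlation of 0.01 (adjusted p = 1.7e-78 and 2.5e-82 after Benjamini-Hochberg adjustment over 20 tests). It remained so in fry (adjusted p = 2.6e-05 and 3.9e-05) and with the estimated correlation of 0.748 and 0.710 (adjusted p = 0.019 in both), with the same adjustment.
The type IV secretion genes were taken as the 16 genes from *traF* (E2E30_RS19525) to *traL* (E2E30_RS19605) on the largest plasmid, from 183314 to 198156. This interval was chosen after the values of its genes had been seen. All 16 genes were higher in both comparisons and past both thresholds, with median log2 FCs of 4.57 relative to high carbon and 4.73 relative to light. The smallest change was that of *traF*, at 3.15 and 2.70. The largest relative to light was that of *traL*, at 6.71 (standard error 0.63, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjacent gene E2E30_RS19610, outside the interval, rose by 7.42 relative to light. Of these genes, 11 overlap a neighbor. In limma's camera test with the preset correlation, the set had adjusted p values of 6.6e-12 and 1.1e-16 with Benjamini-Hochberg adjustment. In fry they were 0.0026 in both. With the estimated correlation of 0.919 and 0.923, they were 0.19 and 0.12. By symbol instead, 9 plasmid genes are named *tra*, *trb* or *vir*, of which 6 were higher in both comparisons, 1 lower relative to high carbon and 2 lower relative to light.
The 3 low-carbon dark libraries differed from each other in both gene groups. The median gene of the photosynthesis gene cluster was 2.66-fold higher in replicate 3 than in replicate 1, and the median gene of the plasmid interval 6.64-fold higher. In its discussion, the paper takes the transcriptome data together with earlier work on light and proposes that both light and higher concentrations of OC may inhibit photosynthesis genes in AAP bacteria.

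**Figure D1:**
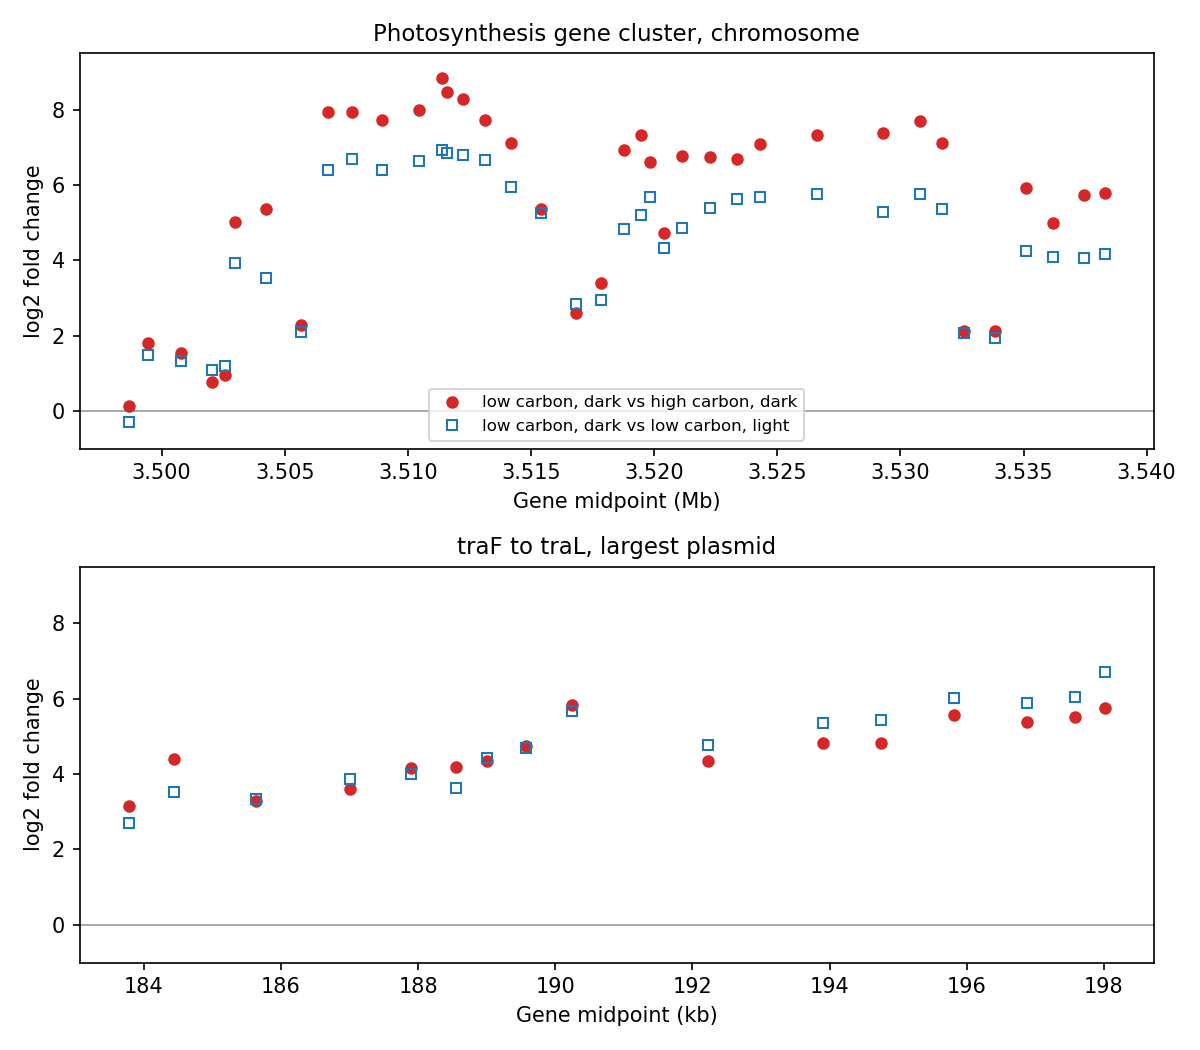
Log2 FC of each gene of the photosynthesis gene cluster (top) and of the *traF* to *traL* interval (bottom), against the position of the gene's midpoint. Filled circles compare the low-carbon dark cells with the high-carbon dark cells and open squares with the low-carbon light cells, each from 3 libraries per group. Values in the cluster run from -0.29 to 8.84, and those in the plasmid interval from 2.70 to 6.71.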

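Product names were taken from the part of Table S5 that was read, which covers only some of the genes and names 41 as TonB-dependent receptors. Relative to the high-carbon dark cells, 19 of them were higher and 4 lower in the low-carbon dark cells, with a median log2 FC of 0.45. Relative to the low-carbon light cells, 14 were higher and 5 lower, with a median of 0.23, and 13 were higher in both comparisons. The scaling changed these numbers. With library size alone, 12 were higher and 10 lower in the carbon comparison. Bonferroni adjustment left 7 and 6 higher genes. Past both thresholds were 3 genes, all higher, and without replicate 2 of the low-carbon dark cells 7, of which 5 were higher and 2 lower. The 3 genes were E2E30_RS00810, with log2 FCs of 2.55 (standard error 0.36, adjusted p = 1.5e-04) and 2.53 (standard error 0.36, adjusted p = 2.5e-04), E2E30_RS05345, with 2.09 (adjusted p = 1.1e-05) and 2.45 (adjusted p = 5.6e-06), and E2E30_RS07780, with 2.52 (adjusted p = 4.4e-06) and 2.14 (adjusted p = 2.3e-05), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. E2E30_RS00810 varied between replicates, at 1214 ± 751 CPM in the low-carbon dark cells (SD, n = 3).
Ribosomal protein genes were taken as the 51 genes with an *rps*, *rpl* or *rpm* symbol, a set defined after gene values had been seen. Relative to high carbon in the dark, 35 were higher and 1, *rplA*, lower, with a median log2 FC of 1.45. Relative to low carbon in the light, 36 were higher, with a median of 0.93. Past both thresholds were 19 genes, all of them relative to high carbon and only 1 of them also relative to light. They were led by *rpsP* with a log2 FC of 3.66 relative to high carbon. With library size alone 8 were past both thresholds, and 22 instead of 36 were higher relative to light. Bonferroni adjustment left 3 of the 36. The set was higher in both comparisons in limma's camera test with the preset correlation (adjusted p = 1.2e-16 and 1.6e-08 with Benjamini-Hochberg adjustment) and in fry (adjusted p = 4.7e-05 and 0.0020, same adjustment). With the estimated correlation of 0.289 and 0.315, the adjusted p values of camera were 0.085 and 0.22 with Benjamini-Hochberg adjustment. In the light, 15 of the genes were higher at low than at high carbon, with a median log2 FC of 0.64, and the set was higher in camera with the preset correlation (adjusted p = 2.4e-40), with the estimated correlation (adjusted p = 0.019) and in fry (adjusted p = 0.0026), with the same adjustment.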

Eight TonB-dependent receptor genes and genes coding for the transcription-translation machinery were also upregulated.

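The gene for alanine dehydrogenase, *ald* (E2E30_RS03695), lies on the chromosome. It reached 131 ± 20.4 CPM in the low-carbon dark cells, against 2627 ± 353 in the high-carbon dark cells, 1943 ± 275 in the low-carbon light cells and 2336 ± 389 in the high-carbon light cells (SD, n = 3). The low-carbon dark libraries held between 665 and 855 counts of the gene. Its log2 FC was -4.32 relative to the high-carbon dark cells (standard error 0.23, adjusted p = 7.8e-08) and -3.89 relative to the low-carbon light cells (standard error 0.23, adjusted p = 2.9e-07) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 1 library left out, the log2 FCs lay between -4.40 and -4.17 and between -3.98 and -3.76. Relative to high carbon, this was the lowest log2 FC of the 1845 differentially expressed genes. Relative to light it was the lowest but 3 of the 1430 differentially expressed genes, after E2E30_RS09540, E2E30_RS03150 and E2E30_RS09535, and this rank moved with the libraries and the test. It was 7, 6 and 5 without replicates 1, 2 and 3 of the low-carbon dark cells, 8 without replicate 2 and 3 without replicate 3 of the low-carbon light cells, and 3 with DESeq2, with Bonferroni adjustment or with the replicate number as a block. The interaction of carbon and light for *ald* had a log2 FC of -4.06 (standard error 0.30, adjusted p = 3.7e-06, same test and adjustment). The gene overlaps no neighbor on its strand.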

The most downregulated gene under both conditions coded for the alanine dehydrogenase (E2E30_RS03695; EC 1.4.1.1). In bacteria, this enzyme is crucial for the utilization of l-alanine as an energy source and is also involved in the transcriptional regulation of alanine metabolism (50). A complete list of up- and downregulated genes can be found in Table S5. Again, the XR gene was silent under all conditions tested.

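The xanthorhodopsin gene (E2E30_RS05030) held between 33 and 76 counts in each of the 12 libraries, with a median of 57. In CPM, this was 11.0 ± 0.66 in the low-carbon dark cells, 8.90 ± 2.18 in the high-carbon dark cells, 14.0 ± 1.19 in the low-carbon light cells and 11.7 ± 2.05 in the high-carbon light cells (SD, n = 3). By counts per kilobase, the gene ranked between the 3.94th and the 12.8th percentile of all genes, with a median of 9.24. The *blh* gene (E2E30_RS05025) held between 666 and 1416 counts. Its counts per kilobase were above those of the xanthorhodopsin gene in every library, with a lowest ratio of 12.46. The *crtI* gene (E2E30_RS05020) held between 394 and 1082 counts and the histidine kinase gene (E2E30_RS05035) between 146 and 305. The xanthorhodopsin gene overlaps no neighbor on its strand.
In the carbon comparison in the dark, its log2 FC was 0.32 (standard error 0.20, adjusted p = 0.21), and in the light comparison at low carbon -0.34 (standard error 0.20, adjusted p = 0.20), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At high carbon, the log2 FC between dark and light was -0.40 (adjusted p = 0.24), and between low and high carbon in the light 0.26 (adjusted p = 0.99), with the same test and adjustment. Without replicate 1 of the high-carbon dark cells, the first of these became 0.54 (adjusted p = 0.043), and with library size alone the second became -0.67 (adjusted p = 0.023), in the same test with the same adjustment. With library size alone the first changed its sign, to -0.14.

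**Figure D2:**
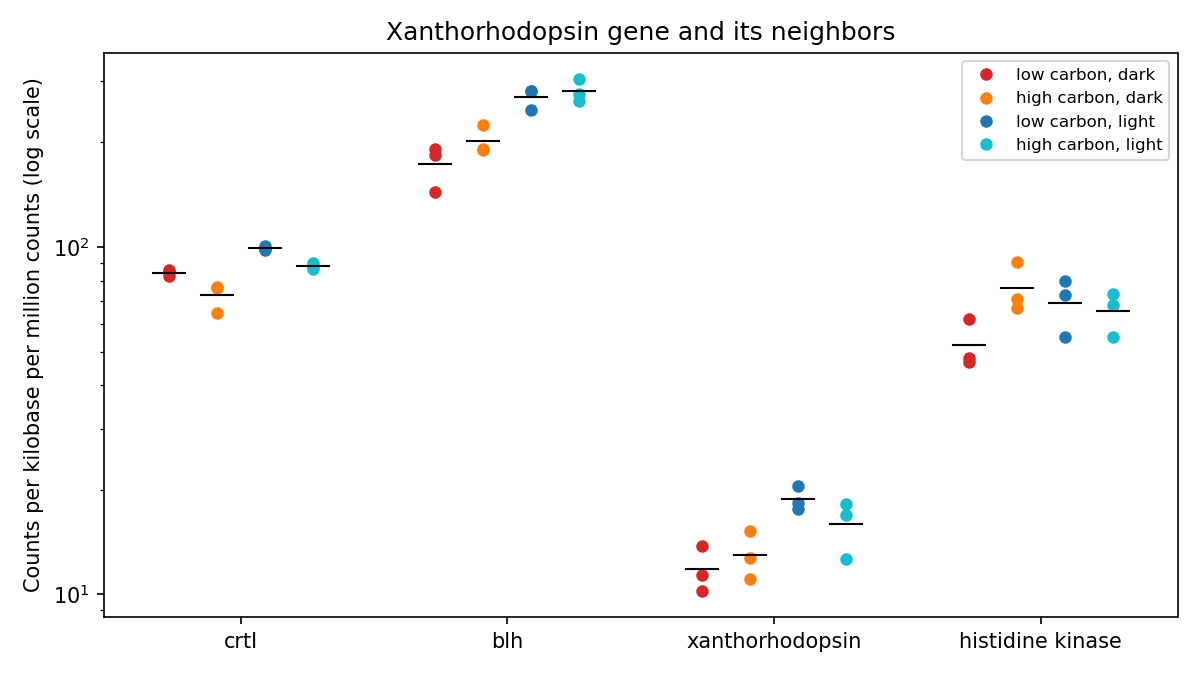
Counts per kilobase, relative to library size, on a log scale, of the xanthorhodopsin gene and its neighbors in each library. Points are the 3 libraries of each group and black lines their means. The xanthorhodopsin gene lies between 10.2 and 20.5, below the *blh* gene at 144 to 305.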

However, there are four organic components (glucose, sodium pyruvate, peptone, and yeast extract) potentially contributing to the repression of *pufM* expression in the organic medium we used. To find out whether this repression is caused specifically by glucose, we grew batch cultures with a reduced concentration of organic nutrients (dilution 10×) until the stationary phase, and then we amended the cultures with OC in the form of either glucose, sodium pyruvate, peptone, or yeast extract at concentrations corresponding to one-third of those in the full medium. For normalization, we used control samples (without any amendment). After 24 h of the amendments, *pufM* relative expression decreased 296-fold in cultures amended with glucose (Tukey test, *P* value =  0.0003, *t* value = −6.926), 3.8-fold in cultures supplemented with sodium pyruvate (*P* value = 0.518078, *t* value = −1.620), 1.6-fold in cultures supplemented with peptone (*P* value = 0.980792, *t* value = −0.540), and 1.2-fold in yeast-extract-amended treatments (*P* value = 0. 998834, *t* value = −0.259). After 48 h of the glucose amendment, *pufM* relative expression recovered to the level corresponding to 69% of *pufM* relative expression in the control treatment (*P* value = 0. 9548, *t* value = −0.684). However, in cultures supplemented with sodium pyruvate, peptone, or yeast extract, *pufM* relative expression increased 1.9-fold (*P* value = 0. 7550, *t* value = 1.193), 1.5-fold (*P* value = 0. 9454, *t* value = 0.723), and 3.9-fold (*P* value = 0. 0.1571, t value = 2.570), respectively (Fig. S5). These results show that out of four sources of OC (glucose, sodium pyruvate, peptone, and yeast extract), only glucose significantly repressed *pufM* expression.

10.1128/mSystems.01044-20.5 FIG S5 Influence of different sources of organic carbon (OC) on the *pufM* gene transcriptional dynamic. Among four sources of OC tested, only the addition of glucose (in an amount corresponding to 1/3 of OC concentration in full organic medium) effectively inhibited the *pufM* gene expression (time point 1). Forty-eight hours after the glucose amendment, the *pufM* relative expression recovered to a level similar to that in the control treatment. For amendment of other sources of OC, the changes in *pufM* relative expression were not statistically significant (time points 1 and 2). The Δ*Ct* mean values and standard deviations calculated from three parallel biological replicates are shown. *Ct*, threshold cycle. Download FIG S5, EPS file, 1.3 MB. Copyright © 2020 Kopejtka et al. 2020 Kopejtka et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Intrigued by this phenomenon, we wanted to confirm previous results not only at the expression level but also with regard to the actual formation of the photosynthetic machinery. To monitor BChl *a* biosynthesis, we cultivated the AAP5 strain in the full-strength organic medium where glucose was substituted by either galactose, rhamnose, or pyruvate in the amount corresponding to the carbon content of glucose in full medium. For a control, we used cells grown in the medium containing glucose. During 8 days of cultivation, we detected BChl *a* only in cultures with pyruvate and rhamnose with a maximum 1.39 × 10^−4^ and 2.22 × 10^−4^ g (Bchl *a*) g (protein)^−1^, respectively. This documents that Bchl *a* synthesis is inhibited also by structural analogues of glucose, such as galactose.

## DISCUSSION

### Control of AAP expression.

While PGC or rhodopsin genes have been found in many bacterial species, the simultaneous presence of both systems for harvesting light energy in one organism is unique. Our results document that under low-glucose conditions, the cells assemble fully functional photosynthetic core complexes containing BChl *a* and spirilloxanthin as an auxiliary pigment. The absence of the peripheral light-harvesting complex LH2 is relatively common among AAP bacteria (8).

In contrast to the closely related phototrophic purple nonsulfur bacteria performing anaerobic anoxygenic photosynthesis, AAP bacteria do not respond to oxygen by shutting down their PS apparatus. On the contrary, oxygen is strictly required for BChl *a* synthesis in these bacteria (8). 

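The *pufM* gene (E2E30_RS16295), which encodes the M subunit of the reaction center, rose by 7.72 on the log2 scale from high to low carbon in the dark (standard error 0.52, adjusted p = 4.7e-07) and by 6.65 from light to dark at low carbon (standard error 0.50, adjusted p = 2.0e-06), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At high carbon, its log2 FC between dark and light was 0.03 (standard error 0.40, adjusted p = 0.97, same test and adjustment). In the light, it was 1.10 from high to low carbon (standard error 0.40, adjusted p = 0.38, same test and adjustment). Without replicate 3 of the low-carbon dark cells, the last value was 1.12 (adjusted p = 0.0036), and in a fit of the 6 light libraries alone 1.13 (adjusted p = 1.9e-04), with the same test and adjustment. Same-numbered light libraries deviated together, though whether the numbers pair them by more than chance is open, and with the numbers as a block in a fit of these 6 libraries its adjusted p was 2.1e-11 (log2 FC 1.13, same test and adjustment, a fit chosen after the correlations of these libraries had been seen), whereas with the block in the fit of all 12 libraries its adjusted p was 0.23. The median log2 FC of the 38 genes of the photosynthesis gene cluster was -0.08 between dark and light at high carbon and 1.15 between low and high carbon in the light, where 15 genes were higher. As a set, the cluster was higher in this comparison in limma's camera test with the preset correlation (adjusted p = 2.1e-42), with the estimated correlation (adjusted p = 0.049) and in fry (adjusted p = 0.0093), each after Benjamini-Hochberg adjustment over 20 tests. The interaction of carbon and light was past the threshold for 35 of the 38 genes, all with a higher dark-to-light ratio at low carbon, with a median of 4.71.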

Our transcriptomic data suggest that expression of PS genes in AAP bacteria may be inhibited not only by light, as documented earlier (42, 51), but also by higher concentrations of OC. A similar result was reported for the freshwater AAP bacterium Roseateles depolymerans (52). However, this study was focused only on the expression of the *puf* operon. These authors concluded that transcription of the *puf* genes is controlled by changes not only in light intensity and oxygen tension but also in carbon sources (52).

While Suyama and coworkers (52) argued that Roseateles depolymerans upregulates its *puf* operon under low-OC conditions, our study shows that in photoheterotrophic AAP5, the photosynthetic apparatus is specifically repressed by glucose and galactose but not rhamnose, pyruvate, or complex C sources. The presence of monosaccharides might be indicative of the presence of OC in general and signals to the bacterium that costly biosynthesis of the photo-apparatus is not needed. Under low-OC availability, photoheterotrophic bacteria generate energy from light to decrease its carbon demand (9). This trophic strategy may be beneficial especially for opportunistic species such as *Sphingomonas*. The marine AAP strain Dinoroseobacter shibae uses this energy to generate ATP (53) to increase its biomass yield (10). The simultaneous transcriptional activation of the PGC and TonB transport system in AAP5 suggests a potential additional utilization of light energy. TonB-dependent transporters (TBDTs) exploit the proton motive force for the import of nutrients across the outer membrane into the periplasmatic space. TBDTs were initially discovered as transporters for iron-siderophore complexes. However, it is now clear that some representatives of TBDTs can import a variety of nutrients, including vitamins but also carbohydrates (reviewed by Noinaj and coworkers [54]). Recently, lignin-derived aromatic compounds have been identified as novel substrates for a TBDT of *Sphingobium* sp. strain SYK-6 (55). *Sphingomonadaceae* from extreme oligotrophic environments often encode large numbers (up to 134) TBDTs in their genomes (56). The genome of AAP5 contains 64 TonB-dependent receptor proteins. To thrive in an oligotrophic environment such as Gossenköllesee, AAP5 may use the proton gradient to concentrate scarce nutrients in the periplasm from where they can be imported into the cell. Light-driven import of thiamine via a TBDT has indeed been suggested for proteorhodopsin-containing flavobacterium *Dokdonia* sp. MED134 and DSW1 (18).

### Rhodopsin functionality.

The XR gene seemed to be fully functional, and the complete pathway for the synthesis of its chromophore retinal is present in the genome. However, it did not contain a *crtO* gene, coding for the carotenoid antenna of the XR. Transmembrane domain analysis of the XR gene predicts that the putative protein contains seven transmembrane domains, which is a conserved hallmark of all rhodopsins. Its amino acid sequence clustered with other known XR genes with strong statistical support (78% maximum likelihood [ML] bootstrap). The presence of characteristic conserved amino acid residues (2, 47, 48) in the sequence suggested that the identified rhodopsin absorbs green light and can tentatively interact with the keto-carotenoid. The former was confirmed when transformed E. coli cells overexpressing this rhodopsin gene exhibited an absorption maximum in the green region of the absorption spectrum, and the latter when E. coli displayed a characteristic pink color after the retinal amendment. Both changes demonstrated that the heterologously expressed rhodopsin protein was properly folded and functional.

In contrast to the recombinant E. coli strain overexpressing the rhodopsin gene, we were not able to detect any absorption peak of rhodopsin in the membrane fraction during the purification of PS complexes. This is in agreement with the fact that the identified rhodopsin gene was virtually not expressed under experimental conditions.

The flash-induced transient absorption data confirm that the product of the XR gene is capable of performing the photocycle. Our analysis of the kinetic data resolved four components with time constants in the microsecond-to-millisecond range. The fastest process resolved had a time constant of 7.3 μs, which is in perfect agreement with the data from XR of S. ruber (13). The slowest phase of the XR photocycle was found to be ∼100 ms, also in agreement with the cited work. In our case, the data do not support the resolution with a total of six kinetic components, as suggested by Balashov and coworkers (13). However, it should be noted that unlike our XR sample, the system studied in the cited work also contained the salinixanthin antenna pigment whose electrochromic response contributes to the complexity of the absorption data.

### Why are there two systems for light harvesting?

The main question of why an organism keeps in its genome two different systems for capturing light energy remains. One possibility is that these systems work together, and the metabolic benefit for the organisms is higher than when using only one of the systems. One such cooperation is found during oxygenic photosynthesis, where the coupled action of two photosystems makes it possible to bridge large redox potential necessary for extracting electrons from water (1). However, there is no support for this hypothesis in the case of *Sphingomonas* sp. AAP5, since no xanthorhodopsin was found in the membranes together with BChl *a*-containing photosystems. The other option is that AAP5 utilizes the two systems under different conditions. We showed that BChl *a*-containing photosystems are used under low-glucose conditions. There may be some very specific conditions, which are not suitable for bacteriochlorophyll and where the bacterium could use the rhodopsin system, but it is very difficult to test this hypothesis under laboratory conditions. Although we did not observe XR expression in our experiments, it is certainly possible that there is a specific physiological condition or external stimulus that induces its synthesis.

On the other hand, there is good reason to believe that XR in AAP5 may have another function than light harvesting. Phylogenetic inference placed the XR sequences on the same branch as nonbacterial dinoflagellate-type rhodopsins. In the marine dinoflagellate Prorocentrum donghaiense, this phylogenetic affiliation was recently confirmed, although it seems these two groups of rhodopsins have a distinct evolutionary origin. Sensory rhodopsins were found to accompany chlorophyll-based photosynthesis in cyanobacteria (22–25). It is hard to imagine that XR can provide a significant energy benefit for algae because they can rely on an effective energy source such as oxygenic photosynthesis. Moreover, AAP5 does not contain the *crtO* gene, coding for the carotenoid antenna of the XR, which significantly restricts its light absorption properties.

The XR gene of AAP5 is in one operon with a histidine kinase gene. Interestingly, the existence of histidine kinase rhodopsin (HKR) was recently reported for the marine alga Chlamydomonas reinhardtii (57). HKRs are modular proteins containing rhodopsin, a His kinase, a response regulator, and in some cases, an effector domain. All these lines of evidence indicate that the XR gene may have a function other than light energy harvesting. Therefore, we hypothesize that the rhodopsin might represent part of a light-sensing system, rather than a light-harvesting system covering cellular energy needs. The XR together with other numerous photoreceptors existing in this bacterium allows it to react to changes in incident light, an important environmental factor in the sunlit waters from which this strain was isolated.

## MATERIALS AND METHODS

### Strain isolation.

One microliter of the lake water sample was diluted into 100 μl of sterile half-strength R2A medium, and the dilution was spread onto half-strength standard R2A agar plates (DSMZ medium 830). Agar plates were incubated aerobically at 25°C under 12-h-light/12-h-dark cycles until colonies were visible, which were then screened for the presence of BChl *a* using an infrared (IR) imaging system (58). IR-positive colonies were repeatedly streaked onto new agar plates until pure cultures were obtained. The *Sphingomonas* sp. strain AAP5 has been deposited in the DSMZ under the number DSM 111157.

### Cultivation conditions.

Initially, the strain was grown on R2A solid medium (DSMZ medium 830). Later the medium was modified by adding 1 g NaCl liter^−1^, which significantly enhanced growth. For the detailed composition of the modified media used for the nutrient limitation experiments, see Table S1 in the supplemental material. Cultures were incubated aerobically in 100 ml of the appropriate medium in 250-ml flasks with cotton plugs on an orbital shaker (150 rpm) at 22°C. Illumination was provided by a bank of Dulux L 55W/865 luminescent tubes (Osram, Germany, spectral temperature of 6500 K) delivering ca. 100 μmol photons m^−2^ s^−1^. If not stated otherwise, the cultures were grown under a 12-h-dark/12-h-light regime. At the beginning of each experiment, the late-exponential-phase inoculum (optical density at 650 nm [OD_650_] of approximately 0.8) grown in full organic medium (Table S1) at 22°C in darkness was diluted to an OD_650_ of 0.01 with appropriate organic medium and distributed into Erlenmeyer flasks. The growth of these new cultures was monitored several times per day by turbidity measurements at 650 nm. For *pufM* transcription experiments, sampling was done 4 h after the switch to the dark phase of cultivation.

10.1128/mSystems.01044-20.6 TABLE S1 Organic media used for AAP5 cultivation. Download Table S1, PDF file, 0.2 MB. Copyright © 2020 Kopejtka et al. 2020 Kopejtka et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.01044-20.7 TABLE S2 General characteristics of the AAP5 genome after NCBI PGAP. Hypo., hypothetical; PGC, photosynthesis gene cluster. Download Table S2, PDF file, 0.2 MB. Copyright © 2020 Kopejtka et al. 2020 Kopejtka et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The culture purity during the experiments was monitored with catalyzed reporter deposition-fluorescence *in situ* hybridization (CARD-FISH) (59) or the modified fluorescence *in situ* hybridization technique FISH IR that maintains BChl *a* autofluorescence (60), using the Sphingo-866 probe targeting *Sphingomonadales* (61).

### Genome sequencing.

Genomic DNA was extracted from 45 ml of culture by centrifugation at 13,000 × *g* and purified using the TIANamp genomic DNA kit (Tiangen Biotech [Beijing] Co., Ltd., China). DNA quantity and quality were determined using a NanoDrop 2000.

### (i) Illumina library preparation and sequencing.

The Illumina whole-genome shotgun sequencing was done using the Illumina HiSeq 2000 platform at Macrogen (Seoul, South Korea). Procedures for DNA shearing, library preparation and quality control, sample loading, and sequencer operation were performed according to Macrogen’s standard protocols.

### (ii) PacBio library preparation and sequencing.

Single-molecule real-time (SMRT) bell template library was prepared according to the instructions from the manufacturer (Pacific Biosciences, Menlo Park, CA, USA), following the Procedure & Checklist – Greater Than 10 kb Template Preparation. SMRT sequencing was carried out on a PacBio *RSII* (Pacific Biosciences, Menlo Park, CA, USA) taking one 240-min movie for one SMRT cell using P6 chemistry. Sequencing resulted in 87,520 postfiltered reads with a mean read length of 13,434 bp.

### (iii) Complete genome assembly and annotation.

SMRT Cell data were assembled using the “RS_HGAP_Assembly.3” protocol included in SMRT Portal version 2.3.0 using default parameters. The chromosome was circularized, particularly artificial redundancies at the ends of the contigs were removed and adjusted to *dnaA* as the first gene. Error correction was performed by mapping 7 million paired-end Illumina reads of 2 × 100 bp onto finished genomes using BWA (62) with subsequent variant and consensus calling using VarScan (63). A consensus concordance of QV60 was confirmed for the genome.

Annotation was done using the NCBI Prokaryotic Genome Annotation Pipeline (PGAP, released 2013, https://www.ncbi.nlm.nih.gov/genome/annotation_prok/). The genome sequence was deposited at NCBI under the accession numbers CP037913 (chromosome) and CP037914 to CP037916 (plasmids).

### Phylogenetic analyses.

16S rRNA gene sequences and amino acid sequences were obtained either from the SILVA database (64) or NCBI GenBank (March 2019) and aligned using ClustalW (65). Ambiguously aligned regions and gaps were manually excluded from further analysis. The 16S rRNA phylogenetic tree was computed using both neighbor-joining (NJ) (66) and maximum likelihood (ML) (67) algorithms included in the MEGA 6.06 software (68). The Tamura-Nei model (69) was used for inferring the NJ tree. The ML tree was constructed using the general tree reversible (GTR) nucleotide substitution model (70). A uniform rate of nucleotide substitution was used. Phylogenetic trees based on alignments of amino acid sequences were inferred using an ML algorithm with the LG model.

### Heterologous expression of XR in E. coli.

The XR gene (E2E30_05030) was cloned into pTD-C_eYFPTwinStrep plasmid (Addgene identifier [ID] 45942) using EcoRI and XbaI restriction sites. The resulting plasmid expressing XR as a twin-Strep-tagged protein was transformed into E. coli BL21 for expression. The fidelity of the construct was verified by sequencing. Expression was induced by 1 mM isopropyl-β-d-thiogalactopyranoside (IPTG) followed by the addition of 10 μM all-*trans* retinal (Sigma-Aldrich, Germany) and carried out for 6 h at room temperature. XR was localized in the membrane fraction. Induced cells were harvested by centrifugation (6,000 × *g* for 10 min at 4°C). The cell pellet was resuspended in 20 mM Tris-HCl buffer (pH 8.0) containing 0.5 mM EDTA, 3 mM MgCl_2_, and 50 U/ml Benzonase nuclease. To isolate membrane fraction containing heterologously expressed rhodopsin, cells were homogenized using EmulsiFlex-C5 (Avestin, Canada). Crude membranes were collected by ultracentrifugation (45,000 × *g* for 60 min at 4°C) and solubilized in 20 mM Tris-HCl buffer (pH 8.0) containing 2% dodecyl maltoside (DDM) and 0.5% Triton X-100. After centrifugation (13,000 × *g* for 20 min at 4°C), the supernatant was applied to a *Strep*-Tactin gravity flow column (IBA GmbH, Germany), and the recombinant rhodopsin was eluted by the addition of 2.5 mM desthiobiotin. The absorption spectrum of the purified rhodopsin was recorded using a Shimadzu UV 2600 spectrophotometer.

### Optical spectroscopy.

Steady-state absorption spectra were recorded using a double-beam spectrophotometer UV2600 (Shimadzu, Japan) equipped with an integrating sphere. Flash-induced transient absorption measurements were performed on a sample of heterologously expressed rhodopsin using a locally built flash photolysis instrument as described previously (71). The light-induced absorbance changes were driven by microsecond pulses monitored in the 400- to 700-nm range with microsecond temporal resolution over microsecond-to-second-long time delays. The transient absorption data were globally fit by a sum of exponential functions using Matlab (The MathWorks Inc. USA) scripts, and the confidence intervals of the resulting rate constants were estimated using bootstrap resampling as described previously (72).

### RNA sequencing. (i) RNA isolation and purification.

Cells were harvested by centrifugation. To each cell pellet, 1 ml of PGTX extraction solution (73) was added and pellets were immediately frozen in liquid nitrogen and stored at –70°C until extraction. RNA was extracted following the protocol by Pinto and colleagues (73). Briefly, samples were incubated at 95°C for 5 min and immediately placed on ice for 10 min. After the addition of 800 μl chloroform, the extraction mix was centrifuged to promote phase separation. The aqueous phase was then retrieved and mixed with an equal volume of chloroform, centrifuged, and retrieved again. RNA was precipitated with isopropanol overnight at –20°C, recovered by centrifugation, washed with 70% ethanol, air dried, and finally dissolved in an appropriate volume of sterile nuclease-free water. The RNeasy kit (Qiagen, the Netherlands) was used for purification according to the manufacturer’s manual. The first digestion of genomic DNA was performed on the column, using DNase I (Qiagen, the Netherlands) according to the manufacturer’s protocol. Total RNA was eluted in 88 μl RNase-free H_2_O, and the second DNase I digestion was made in solution, followed by a second RNeasy purification step, which included an additional washing step with 80% ethanol done before elution with 30 μl RNase-free water. Samples were tested for genomic DNA contamination by using RNA directly as a template for PCR. Possible contaminating DNA was removed using the TURBO DNA-free kit (Ambion) according to the manufacturer’s protocol.

### (ii) Illumina library preparation and sequencing.

rRNA (16S and 23S) was removed from total RNA using the RiboZero kit (Illumina, San Diego, CA, USA) according to the manufacturer’s protocol. Single-end, strand-specific cDNA libraries were prepared using the Scriptseq v2 RNA-Seq library preparation kit (Illumina, San Diego, CA, USA) according to the manufacturer’s protocol. For sequencing, equal volumes of libraries (12 pM) were multiplexed on a single lane. Cluster generation was performed with cBot (Illumina, San Diego, CA, USA) using TruSeq SR Cluster kit v3–cBot-HS (Illumina, San Diego, CA, USA). Sequencing was done on the HiSeq 2500 (Illumina, San Diego, CA, USA) using TruSeq SBS kit v3 - HS (Illumina, San Diego, CA, USA) for 50 cycles. Image analysis and base calling were performed using the Illumina pipeline v 1.8 (Illumina, San Diego, CA, USA).

The sequencing output (50-bp single end) was processed using the FASTQ-mcf suite (https://github.com/ExpressionAnalysis/ea-utils). Low-quality bases (Phred score < 30) and Illumina adapters were clipped. Reads were mapped to the genome of strain AAP5 using bowtie2 (74) with default parameters for single-end reads. The resulting sam files were converted to an indexed binary format using samtools (62); featureCounts (75) was used to count the reads mapping to genes. Quality control of biological replicates and statistical analysis were performed in the R environment using the package edgeR (76).

### Design and optimization of specific primers.

To investigate photosynthesis gene expression, we used the *pufM* gene, which encodes the M subunit of the bacterial reaction centers (77, 78). The RNA polymerase δ subunit gene (*rpoD*) was used as reference gene for the RT-qPCR. Both specific primer pairs were designed to produce 150- to 200-bp-long partial sequences. The primers were designed with 50 to 60% GC content to ensure similar melting temperature characteristics. The primers were first tested with genomic DNA as the template, and the identity of PCR products was confirmed using Sanger sequencing. Primers and PCR conditions are listed in Table S3.

10.1128/mSystems.01044-20.8 TABLE S3 Primers and RT-PCR conditions. Download Table S3, PDF file, 0.2 MB. Copyright © 2020 Kopejtka et al. 2020 Kopejtka et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.01044-20.9 TABLE S4 A complete list of up- and down-regulated genes when AAP5 cells were grown on solid media and in liquid media. Download Table S4, XLSX file, 0.5 MB. Copyright © 2020 Kopejtka et al. 2020 Kopejtka et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.01044-20.10 TABLE S5 A complete list of up- and down-regulated genes when AAP5 cells were grown under low-carbon conditions. Download Table S5, XLSX file, 0.7 MB. Copyright © 2020 Kopejtka et al. 2020 Kopejtka et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### RT-qPCR.

Total RNA (130 ng) was reverse transcribed using the Transcriptor First Strand cDNA Synthesis kit (Roche) according to the manufacturer’s protocol in a total volume of 20 μl with 30 min at 55°C for cDNA synthesis. Relative quantification was performed in triplicate in CFX Connect RT PCR Detection System (BioRad, USA) in 20-μl reaction mixtures containing 1× PowerUp Sybr green master mix (Applied Biosystems, USA), 8 pmol of each primer, and 2 μl of 4× diluted cDNA. The *rpoD* gene was used as the reference gene. For all primers used, the amplification efficiency was determined by qPCR with a serial dilution of pooled samples. The comparative threshold cycle (*C_T_*) method (79) was used to quantify the fold changes in gene espression. Differences in *pufM* expression between different amendments and control treatment were tested using two-way analysis of variance (ANOVA) and *post hoc* Tukey test in the R environment (version 3.6.2) and multcomp package (version 1.4.13). Primers and PCR conditions are listed in Table S3.

### Pigment analysis.

Pigments were analyzed using a high-performance liquid chromatography system Nexera LC-40 HPLC system (Shimadzu Inc., Japan) equipped with a diode array UV-visible (UV-VIS) detector. The cells were collected by centrifugation (10,000 × *g* for 2 min), and the pellet was gently resuspended in 20 μl of water and then extracted with 1 ml of 100% methanol. The pigments were separated with heated (40°C) Phenomenex Luna 3μC8(2) 100-Å column, using a binary solvent gradient (solvent A) 28 mM ammonium acetate in water:methanol (1:3 [vol:vol]) and (solvent B) 100% methanol at a flow rate of 0.8 ml min^−1^. The eluted pigments were identified based on their absorption spectra and retention times.

### Analysis of PS complexes.

AAP5 cells were grown aerobically at 22°C in 2 liters of organic medium with 10× dilution of organic components (Table S1). After reaching maximum OD_650_ (∼0.1), the culture was harvested by centrifugation (6,000 × *g* for 10 min), yielding ca. 1 g of wet biomass. The cells were broken using an EmulsiFlex-C5 (Avestin Inc., Canada) at 140 MPa, and unbroken cells with cell debris were removed by centrifugation for 10 min at 5,000 × *g*. The released membranes were collected by ultracentrifugation (60 min, 110,000 × *g*). The PS complexes were purified by ion-exchange and size exclusion chromatography as described before (45).

For the electron microscopy analysis, the freshly prepared PS complexes were deposited on glow-discharged carbon-coated copper grids, negatively stained with 1.5% uranyl acetate, and visualized using a JEOL JEM–2100F transmission electron microscope (JEOL, Tokyo, Japan; using 200 kV at 30,000 × magnification). Transmission electron microscopy (TEM) images were recorded using a bottom-mounted Gatan charge-coupled-device (CCD) Orius SC1000 camera, with a resolution corresponding to 2.23 Å per pixel. Image analysis was carried out using RELION (80). The selected projections were rotationally and translationally aligned and treated by an empirical Bayesian approach in combination with a classification procedure to refine two-dimensional (2D) class averages.

### Data availability.

The complete genome sequence is deposited at NCBI GenBank under the following accession numbers: CP037913 (chromosome) and CP037914 to CP037916 (plasmids). Raw and processed RNA sequencing data are available from the Gene Expression Omnibus database under accession numbers GSE147049 and GSE147051.

# Supplementary material for: Simultaneous Presence of Bacteriochlorophyll and Xanthorhodopsin Genes in a Freshwater Bacterium
**Source:** mSystems. 2020 Dec 22;5(6):e01044-20. doi: 10.1128/mSystems.01044-20
**Supplement:** TABLE S1

| Component<br>per 1 l [mg]       | Organic carbon dilution |       |       |       |       |       |
|---------------------------------|-------------------------|-------|-------|-------|-------|-------|
|                                 | Full                    | 2x    | 5x    | 10x   | 15x   | 20x   |
| Glucose                         | 500                     | 250   | 100   | 50    | 33    | 25    |
| Peptone                         | 500                     | 250   | 100   | 50    | 33    | 25    |
| Yeast extract                   | 500                     | 250   | 100   | 50    | 33    | 25    |
| Sodium pyruvate                 | 300                     | 150   | 60    | 30    | 20    | 15    |
| K <sub>2</sub> HPO <sub>4</sub> | 300                     | 300   | 300   | 300   | 300   | 300   |
| NaCl                            | 1,000                   | 1,000 | 1,000 | 1,000 | 1,000 | 1,000 |

# Supplementary material for: Simultaneous Presence of Bacteriochlorophyll and Xanthorhodopsin Genes in a Freshwater Bacterium
**Source:** mSystems. 2020 Dec 22;5(6):e01044-20. doi: 10.1128/mSystems.01044-20
**Supplement:** TABLE S2

| Attribute          | Value       |
|--------------------|-------------|
| Total bases        | 4,382,271   |
| No. of chromosomes | 1           |
| Plasmids           | 3           |
| GC content [%]     | 65.9        |
| No. of RNAs        | 60          |
| ncRNAs             | 3           |
| tRNAs              | 51          |
| Genes (total)      | 4,128       |
| - CDS              | 4,065 (99%) |
| - hypo. proteins   | 146 (4%)    |
| - pseudogenes      | 83 (2%)     |
| PGC length [kbp]   | 45.4        |

# Supplementary material for: Simultaneous Presence of Bacteriochlorophyll and Xanthorhodopsin Genes in a Freshwater Bacterium
**Source:** mSystems. 2020 Dec 22;5(6):e01044-20. doi: 10.1128/mSystems.01044-20
**Supplement:** TABLE S3

| Target               | Primer Name      | Sequence (5'-3')       |        |
|----------------------|------------------|------------------------|--------|
| E2E30_16295          | pufM-573f        | CTCGATCCGCTACGGCAACCTC |        |
|                      | pufM-818r        | CACCAGGCCCAGCGATGGATC  |        |
| E2E30_03390          | rpoD-1058f       | CTGGGCGGCCAGATGCTGCG   |        |
|                      | rpoD-1325r       | GCGCCTCGCGCTCGCCCTT    |        |
| E2E30_05030          | PR-319f          | GTGATGCGGCTGTCGCGCGAG  |        |
|                      | PR-582r          | CCCCACGACGCGAAGGTCAGC  |        |
| Step                 | Temperature [°C] | Time [s]               | Cycles |
| Initial denaturation | 95               | 600                    | Hold   |
| Denaturation         | 95               | 45                     |        |
| Annealing            | 62               | 45                     | 40     |
| Extending            | 72               | 45                     |        |

How the deposited data were processed for this re-analysis (not part of the article)

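RNA was measured by strand-specific sequencing in 12 libraries of strain AAP5, with 3 replicates for each combination of low or high carbon and harvest in the dark or the light. The authors trimmed the single-end reads with FASTQ-mcf, mapped them with bowtie2 and counted them on genes with featureCounts 1.6.4, as the methods and the file headers state, and the values deposited are these raw counts. Only reads on the sense strand were counted, reads that mapped to several places were included, and a read that overlapped several genes was counted for each. The counts cover protein-coding genes only, so an analysis without rRNA and tRNA genes, set beforehand, was not run. The libraries held between 3396374 and 7872637 counts, all tested genes share the spread estimated over them, and a weakly expressed gene such as the xanthorhodopsin gene rests on 33 to 76 counts per library. The labels list the molecule as polyA RNA, whereas the methods describe removal of rRNA. The labels place all dark harvests on day 2 and all light harvests on day 3.
Counts were analyzed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The edgeR filter with a minimum count of 10 kept 3959 genes and removed 23. Library sizes were scaled with TMM factors, the common biological coefficient of variation was 0.222, and 1 model with a mean per group was fitted to all libraries. Contrasts were tested with edgeR's quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p below 0.05 were called differentially expressed. The contrasts were low against high carbon in the dark and in the light, dark against light at low and at high carbon, and the interaction of carbon and light. A gene past both thresholds also had an absolute log2 FC above 2 in the same comparison, in at least 1 of the comparisons of the low-carbon dark cells. CPM values use library sizes scaled with TMM factors. Gene sets were tested with limma's camera with a preset correlation of 0.01, with camera with an estimated correlation and with fry, over 20 tests. The smallest p that a permutation of 3 against 3 libraries allows is 0.1, so single genes were tested through the shared model.
These tests and contrasts, the rule for naming genes and most of the alternatives were chosen before the data were examined. When they were chosen, part of Table S5 with the paper's values had been seen. The rule named every gene the paper names by locus tag and, for 3 of the comparisons, the 5 most increased and 5 most decreased genes whose libraries did not overlap between groups. It also named TonB genes past both thresholds and copper genes of the light comparison at high carbon. Product names came from the part of Table S5 that was read, which lists only some of the genes. Symbols came from the RefSeq table, which matched 3930 genes and left 52 unmatched. Type IV secretion and ribosomal protein genes had been planned by product name. The plasmid interval from *traF* to *traL* and the ribosomal protein genes by symbol replaced them after values had been seen, and E2E30_RS18995 was also singled out then.
The alternatives were Bonferroni adjustment, DESeq2, library size alone, the likelihood ratio test, no filter, a stricter filter, a fit of the 2 groups compared, the replicate number as a block, each library left out in turn, and other thresholds. Further fits were added after values had been seen. They were 8 fits with Bonferroni adjustment tried beside the paper's values, the block in the light groups only, thinning of the counts, and leaving out abundant genes.
Whether replicate numbers pair libraries was checked by correlating, across genes, the deviations of same-numbered libraries from their group means, with 0.1 required for every number. Only the low-carbon and high-carbon light libraries met this, at 0.474, 0.520 and 0.664. The procedure was tested on simulated data with 200 changed genes. The quasi-likelihood test called 190 of them and 8 unchanged genes in the carbon comparison in the dark, and 163 of them and 6 unchanged genes in the interaction. Each gene had the same spread in all simulated groups, whereas the real low-carbon dark libraries varied more than the others. The simulated numbers therefore do not give the share of false calls in the real comparisons. Results of the plate experiment and the RT-qPCR were not analyzed here.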

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

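The tests for overlapping genes and for the matching of replicate numbers, and the fit with replicate numbers in the light libraries alone, were chosen only after the results had been seen.
The dark-to-light ratio differed between low and high carbon for 574 genes, a difference between groups found with the interaction term. Several technical explanations were tested. With every library thinned to the smallest total, the interaction covered 547 genes, so the greater depth of the low-carbon dark libraries does not account for most of them. With genes above 1 percent of any library left out and plain library sizes, it covered 622, which argues against a few abundant genes as the cause. Leaving out 1 low-carbon dark library left at least 731 genes, but without replicate 1 of the high-carbon light cells 363 genes were left, and without replicates 1 and 2 of the low-carbon light cells 378 and 376. Without replicate 1 of the low-carbon dark cells there were 924. Of 100 drawn splits of the 12 libraries into 4 groups, 3 gave as many genes, the real one included, and another split gave 1008. Such splits also break up the separate effects of carbon and light, so they ask whether any group differs. They cannot decide whether chance accounts for the interaction itself. Harvest day stays open: 0 phases were harvested on both days. A change with the day that is alike in both media drops out of the interaction, and one that depends on the medium cannot be told apart from a response to light. The response to light that depends on carbon, which the design names, is likewise untested against it.
The same term was large for 3 results. The interaction log2 FC was -4.06 for alanine dehydrogenase and 6.62 for *pufM*, and its median over the *traF* to *traL* interval, which was chosen after its values had been seen, was 4.72. The harvest day, with 0 phases taken on both days, is open here too, beside a response to light that depends on carbon.
In the light, 69 genes differed between low and high carbon, 68 of them higher at low carbon, in a comparison the paper's text does not discuss. The photosynthesis gene cluster and the ribosomal protein genes each held 15 of the higher genes. Of the 10 splits of the 6 libraries, 1, the real one, gave as many, and these 10 splits alone cannot exclude chance. Bonferroni adjustment left 12 of the genes. The count was 132 and 115 without replicates 1 and 3 of the low-carbon dark cells, 33, 24 and 28 without replicates 1, 2 and 3 of the low-carbon light cells, and 28, 23 and 26 without replicates 1, 2 and 3 of the high-carbon light cells. Same-numbered light libraries deviated together. Of the 6 ways to match them, 1, the matching by number, reached its mean correlation of 0.553, and the others lay between -0.274 and 0.234. With 6 matchings, a match of the numbers by chance cannot be excluded. With the numbers as a block in the light libraries alone, 1234 genes differed, 734 higher and 500 lower at low carbon. What the numbers stand for is not stated in the labels, and the response to carbon, which the design names, stays open.
E2E30_RS18995, on the largest plasmid and outside the genes the paper discusses, was singled out after its values had been seen. In the light, its log2 FC between low and high carbon was 3.40 (standard error 0.36, adjusted p = 6.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 low-carbon libraries above all 3 high-carbon libraries. In the dark it was 5.66 (standard error 0.40, adjusted p = 7.5e-07, same test and adjustment), again without overlap, and the interaction of carbon and light was 2.26 (adjusted p = 0.0075, same test and adjustment). At low carbon, the log2 FC between dark and light was 2.23 (adjusted p = 4.3e-04, same test and adjustment), and with Bonferroni adjustment its adjusted p was 0.11. Reads shared with an overlapping gene are excluded, as 0 bases overlap a gene on its strand. Reads shared with a close neighbor or with a similar gene elsewhere were not tested, and the response to carbon stays open.
The TonB energy transducer gene E2E30_RS15125, which the paper names for another experiment, had a log2 FC of 2.34 between low and high carbon in the light (standard error 0.28, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), again with the 3 low-carbon libraries above the 3 high-carbon libraries. In the dark, the log2 FC was 1.34, and the interaction was not past the threshold (adjusted p = 0.11, same test and adjustment), so the response to carbon was not shown to differ between dark and light. At low carbon, the log2 FC between dark and light was -0.84 (adjusted p = 0.027, same test and adjustment), with the 3 dark libraries below the 3 light libraries. This adjusted p, in the same test and adjustment, was 0.065 and 0.086 without replicates 1 and 2 of the low-carbon dark cells, 0.071, 0.051 and 0.071 without replicates 1, 2 and 3 of the low-carbon light cells, 3.9e-04 without replicate 3 of the low-carbon dark cells, and 0.093 in a fit of the 6 low-carbon libraries alone, and with Bonferroni adjustment it was 1. Reads shared with an overlapping gene are excluded by an overlap of 0 bases, but reads shared with a close neighbor were not tested. With the earlier edgeR test and Bonferroni adjustment over 5 comparisons, a fit chosen after the paper's values had been seen, the adjusted p in the light was 0.053. The response to carbon stays open.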

How the results depend on the processing

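The fits with Bonferroni adjustment over 5 comparisons, the other fits tried beside the paper's values, the block in the light libraries alone, and the gene sets by interval or symbol were chosen only after results had been seen. No log2 FC of a named gene that was past the threshold changed direction under any alternative that was run. The balance of higher and lower genes did reverse in some counts with library size alone. For the interaction it went from 356 higher and 218 lower to 177 higher and 715 lower. For genes past both thresholds it went from 189 higher and 69 lower to 129 higher and 152 lower. The causes of the changes were not tested.
Bonferroni adjustment left 316 genes (237 higher, 79 lower) for carbon in the dark, 195 for light at low carbon, 16 for light at high carbon, 12 for carbon in the light and 58 for the interaction. It left 146 shared genes and 170 past both thresholds. It also left 7 and 6 higher TonB-dependent receptor genes relative to high carbon and to light and 3 higher ribosomal protein genes relative to light, and the log2 FC of *rpoD* between low and high carbon in the dark, 0.57, was no longer past the threshold.
Fitted on the 2 groups alone, the counts were 1116 for carbon in the dark, 906 for light at low carbon, 785 for light at high carbon, 263 for carbon in the light and 583 shared. The log2 FC of *pufM* for carbon in the light, 1.13, passed the threshold, and that of *rpoD* for carbon in the dark, 0.57, did not. DESeq2 gave 475 genes for light at high carbon and 114 for carbon in the light. A threshold of 1 on the log2 scale gave 1031 genes past both thresholds.
With library size alone, the interaction covered 892 genes and 12 TonB-dependent receptor genes were higher relative to high carbon. Of the ribosomal protein genes, 22 were higher relative to light, and 8 were past both thresholds in at least 1 comparison. The log2 FC of *rpoD* fell to 0.13, and that of the xanthorhodopsin gene relative to light, -0.67, passed the threshold. With an estimated correlation, camera gave unadjusted p values of 0.0863 for the plasmid interval relative to high carbon and 0.120 for ribosomal protein genes relative to light. With Benjamini-Hochberg adjustment over 20 tests, the interval (0.19 and 0.12 relative to high carbon and to light) and the ribosomal protein genes (0.085 and 0.22) were past the threshold in neither comparison, and the photosynthesis gene cluster was in both (0.019).
The block in the light libraries alone gave 1234 genes for carbon in the light, and log2 FCs of 1.13 for *pufM* and 0.16 for *rpoD*, both past the threshold. The earlier edgeR test with Bonferroni adjustment over 5 comparisons gave 199, 123, 8 and 6 genes for carbon in the dark, light at low carbon, light at high carbon and carbon in the light, 34 for the interaction, 87 shared and 140 past both thresholds. It left 8 and 7 higher genes of the plasmid interval, 8 past both thresholds, 3 and 4 higher TonB-dependent receptor genes, 19 and 1 higher ribosomal protein genes, and *rpoD* at 0.58 not past the threshold. The other 7 fits tried gave, in the same order of comparisons and then past both thresholds, 305, 193, 15, 12 and 165 (earlier test, robust, Bonferroni), 309, 193, 15, 11 and 170 (earlier test, Bonferroni), 314, 197, 15, 12 and 166 (present test, robust), 315, 196, 17, 12 and 170 (present test), 200, 126, 8, 6 and 142 (earlier test, not robust, over 5 comparisons), 591, 411, 58 and 37 (robust likelihood ratio test over 5 comparisons) and 595, 416, 58 and 38 (likelihood ratio test over 5 comparisons).
With each library left out in turn, the counts ranged from 1461 to 1927 for carbon in the dark, from 984 to 1570 for light at low carbon, from 62 to 687 for light at high carbon, from 23 to 132 for carbon in the light and from 363 to 924 for the interaction. Shared genes ranged from 751 to 1140 and genes past both thresholds from 216 to 357, of which 51 to 163 were lower. TonB-dependent receptor genes past both thresholds ranged from 3 to 7, the 7 without replicate 2 of the low-carbon dark cells. The log2 FC of the xanthorhodopsin gene ranged from 0.22 to 0.54 for carbon in the dark, passing the threshold without replicate 1 of the high-carbon dark cells. That of *rpoD* ranged from 0.46 to 0.77 and was not past the threshold without replicate 2 of the low-carbon dark cells or replicates 2 and 3 of the high-carbon dark cells. That of *pufM* for carbon in the light ranged from 1.03 to 1.19, passing without replicate 3 of the low-carbon dark cells.
The likelihood ratio test, no filter, the stricter filter and the block in all libraries left each of these counts within 1.5 times its value. For the other genes named, 1038 values under the alternatives planned, apart from libraries left out, include 973 with the same direction and side of the threshold, 43 no longer past it and 22 newly past it. Of 1560 values with 1 library left out, 1497 kept both, 54 were no longer past the threshold and 9 newly past it. Depth limits genes with few counts, such as the xanthorhodopsin gene, with 33 to 76 per library, E2E30_RS15125, with 24 to 37 in the high-carbon libraries, and E2E30_RS03150, with 7 to 21 in the low-carbon dark libraries.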

Differences from the paper's values

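The fits with Bonferroni adjustment over 5 comparisons were chosen only after the paper's p values and counts had been seen.
The paper gives 27 lower genes past both thresholds, against 69 here. Of the alternatives set before the data were examined, only Bonferroni adjustment, with 31, comes within 1.5 times the paper's value.
For the carbon comparison in the dark, the paper shows about 200 genes in Fig. 6A, read by eye, against 1845 here. For light at low carbon it shows about 120 in Fig. 6A, read by eye, against 1430, and for light at high carbon about 6 in Fig. 6A, read by eye, against 291. For genes shared by the first pair of comparisons it shows about 90 in Fig. 6A, read by eye, against 1024. For these 4 counts, none of the alternatives set before the data were examined comes within 1.5 times the paper's value, Bonferroni adjustment included, with 316, 195, 16 and 146.
An earlier edgeR test, without a filter and with Bonferroni adjustment over the genes of 5 comparisons, gave 199, 123, 8 and 87 genes. It gave 140 genes past both thresholds, 117 higher and 23 lower. It was 1 of 8 fits tried after the paper's values had been seen, kept because its counts of differentially expressed genes came closest. For the total and the higher genes past both thresholds, Bonferroni adjustment over 1 comparison came closer to the paper's numbers, with 170 and 139. Some genes that the paper calls in the part of Table S5 that was read are dropped by the earlier test. These are 4 of 72, 2 of 42 and 0 of 3 in the first 3 comparisons. The earlier test without robust estimation is as near, with 200, 126 and 8 genes and 24 lower genes past both thresholds, and drops as many. The 4 fits of the quasi-likelihood test with Bonferroni adjustment over 1 comparison gave 30 or 31 lower genes past both thresholds. The paper's text names edgeR but neither a test nor an adjustment, and these fits are not its stated method and no independent check.
The paper calls alanine dehydrogenase the most downregulated gene in both comparisons. It was the lowest relative to high carbon, with a log2 FC of -4.32, but relative to light 3 genes were lower than its -3.89. In the paper's Table S5, E2E30_RS09540 (the paper's -5.26, p = 0.012) and E2E30_RS03150 (the paper's -5.22, p = 7.2e-05) are also lower than alanine dehydrogenase (the paper's -3.89, p = 4.1e-06). The paper calls the xanthorhodopsin gene silent, and it had between 33 and 76 counts in each library, low among genes at a median percentile of 9.24. Some of these counts may be reads shared with the close neighbor *blh*. The paper describes little influence of light at high carbon, where 291 genes differed, fewer than the 1430 at low carbon, and 785 differed in a fit of the high-carbon libraries alone, against 906 for the low-carbon libraries alone. The 33 genes of the photosynthesis gene cluster and 16 of the plasmid interval past both thresholds equal numbers printed in Fig. 6B. These counts rest on Benjamini-Hochberg adjustment, under which far more genes are called than in the paper, so the thresholds are not alike. The interval was also chosen after its values had been seen. With the earlier test and Bonferroni adjustment over 5 comparisons, 8 of its genes were past both thresholds.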

Other observations

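The tests on the spread of the low-carbon dark libraries and on gene length were chosen only after the results had been seen.
The low-carbon dark libraries differed from each other in the plasmid interval and the photosynthesis gene cluster. Between replicates 3 and 1, the median log2 ratio was 2.73 in the interval and 1.41 in the cluster. RNA of other cells mixed into replicate 1 would lower both about alike, but the medians differed by 1.32, and the quartiles of the interval, 2.64 and 2.92, lie above those of the cluster, 0.53 and 1.83, so a mixed sample alone does not explain the spread. A scaling factor moves all genes of a library alike, but the median of the cluster lay 1.40 above that of all tested genes, whose quartiles, -0.47 and 0.48, lie below those of the cluster, so the scaling of the libraries alone does not explain the spread either. The design gives no condition that differs between these replicates, and no biological explanation was tested.
The xanthorhodopsin gene had far fewer counts than *blh*, which follows it in the same direction. Per kilobase, *blh* was still higher in every library, with a lowest ratio of 12.46, so a short gene does not explain the difference. Why the 2 genes differ was not tested further.
Other splits of the libraries were counted for the remaining results. For each of carbon in the dark, light at low carbon and light at high carbon, 1 of 10 splits, the real one, gave as many genes, and these 10 splits alone cannot exclude chance. Among 100 drawn splits of 9 libraries into 3 groups, those with a result as large, the real one included, were counted. The number was 1 for shared genes, 1 for genes past both thresholds and 2 for the photosynthesis gene cluster. It was 4 for the 41 TonB-dependent receptor genes that were read, which are only some of those in the genome. Chance can be excluded for each of these at a level of 0.05. This covers the 1024 genes shared by carbon in the dark and light at low carbon, and only the 41 receptor genes. For light at high carbon there is no such draw, and Bonferroni adjustment left 16 of the 291 genes. The number was 4 for the plasmid interval and 1 for ribosomal protein genes. Both sets were defined after values had been seen, so these numbers decide nothing about chance.
The genes E2E30_RS03120 to E2E30_RS03160, which the paper reports for the plate experiment, were lower in the low-carbon dark cells than in the low-carbon light cells, with log2 FCs from -5.22 to -1.73, all past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With Bonferroni adjustment, E2E30_RS03120, E2E30_RS03125, E2E30_RS03140, E2E30_RS03145 and E2E30_RS03155 were no longer past it. The BLUF domain gene E2E30_RS12925 had a log2 FC of 0.72 between low and high carbon in the dark (adjusted p = 0.0025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.25 (adjusted p = 0.20, same test and adjustment) with library size alone. It was not past the threshold with Bonferroni adjustment. The gene of the putative bacteriophytochrome, E2E30_RS06640, had a log2 FC of -0.41 (adjusted p = 0.17, same test and adjustment), -0.71 (adjusted p = 0.0155) without replicate 3 of the low-carbon dark cells and -0.89 (adjusted p = 0.0095) with library size alone, in the same quasi-likelihood test and adjustment.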
